# Targeting p16-induced senescence prevents cigarette smoke-induced emphysema by promoting IGF1/Akt1 signaling in mice

**DOI:** 10.1038/s42003-019-0532-1

**Published:** 2019-08-09

**Authors:** Christopher T. Cottage, Norman Peterson, Jennifer Kearley, Aaron Berlin, Ximing Xiong, Anna Huntley, Weiguang Zhao, Charles Brown, Annik Migneault, Kamelia Zerrouki, Gerald Criner, Roland Kolbeck, Jane Connor, Raphael Lemaire

**Keywords:** Molecular biology, Senescence, Stem cells

## Abstract

Senescence is a mechanism associated with aging that alters tissue regeneration by depleting the stem cell pool. Chronic obstructive pulmonary disease (COPD) displays hallmarks of senescence, including a diminished stem cell population. DNA damage from cigarette smoke (CS) induces senescence via the p16 pathway. This study evaluated the contribution of p16 to CS-associated lung pathologies. p16 expression was prominent in human COPD lungs compared with normal subjects. CS induces impaired pulmonary function, emphysema, and increased alveolar epithelial cell (AECII) senescence in wild-type mice, whereas CS-exposed p16^−/−^ mice exhibit normal pulmonary function, reduced emphysema, diminished AECII senescence, and increased pro-growth IGF1 signaling, suggesting that improved lung function in p16^−/−^ mice was due to increased alveolar progenitor cell proliferation. In conclusion, our study suggests that targeting senescence may facilitate alveolar regeneration in COPD emphysema by promoting IGF1 proliferative signaling.

## Abstract (web summary)

Cottage et al. show that *p16* deficiency promotes the proliferation of alveolar progenitor cells, improving the lung function in mice. This study suggests that targeting senescence pathways may facilitate alveolar regeneration in chronic obstructive pulmonary diseases by activating cell-proliferation signals through insulin-like growth factor 1.

## Introduction

Chronic obstructive pulmonary disease (COPD) is the third leading cause of death in the United States^1^ and is associated with a compromised quality of life. The economic burden associated with the disease is substantial. Characteristics of COPD include inflammation^2^, tissue remodeling, and emphysematous alveolar destruction^3^, leading to enlarged air spaces with less surface area capable of gas exchange^4,5^. Lung exposure to contaminants and pollutants are risk factors for COPD, including cigarette smoking (CS)^6^. Aside from smoking cessation, no therapeutic intervention has been identified and research continues to investigate the molecular mechanisms driving disease progression. Many of the pathological processes identified in COPD are mediated by CS, including altered homeostatic apoptosis proliferation, production of extracellular matrix (ECM)-degrading proteases and oxidative stresses, as well as telomere dysfunction, leading to the activation of the DNA damage response pathway and ultimately cellular senescence^7–9^. Senescent cells produce and secrete numerous harmful pro-inflammatory and degrading mediators, collectively called the senescence-associated secretory phenotype (SASP). SASP proteins have been shown to be upregulated in pathologies related to accelerated aging^10^ and are known to perpetuate inflammation and tissue remodeling in COPD^11–13^. Development of effective therapeutics to combat senescent cells may provide clinical benefit.

A universal marker for cell senescence does not exist but most senescent cells express p16 (p16^ink4A^), a cell cycle inhibitor that targets cyclin-dependent kinases (CDKs) and is important in wound-healing and tumor suppression^10,13–17^. Removal of p16+ senescent cells has been shown to be an efficient way of extending healthspan and reversing senescence-associated pathologies^18–20^. In transgenic mice overexpressing p16, cell proliferation is dramatically reduced and tissue regeneration is accordingly diminished, similar to that of an aged mouse^21^. Age-related replicative and regenerative signaling loss correlates with the diminution of the insulin/insulin-like growth factor (IGF1) pathway^22^. The IGF1 pathway plays a central role in various phases of the cell cycle, including proliferation, survival, and differentiation^23^. IGF1 asserts these many mechanisms through downstream Akt activity^24^. The serine/threonine kinase known as Akt regulates cell survival and proliferation in the lung through phosphorylation of several anti-apoptotic proteins, but can also stimulate proliferation by promoting cyclin D accumulation^25,26^. Cyclin D progresses the cell cycle from G1 to S by binding to CDK4/6 and phosphorylating retinoblastoma^27^. By binding to cyclin D, p16 prevents cell cycle progression and proliferation^28^.

In the current study, we hypothesized that p16 plays a role in the pathological processes associated with smoking and COPD, and that deletion of p16 protects the lung from the development of emphysematous-like tissue remodeling. We examined human lung tissue from COPD patients and normal control subjects, and found a substantial increase in p16-expressing alveolar cells in COPD patients. Using a transgenic mouse deficient for p16, we demonstrated that lungs of mice lacking p16 were structurally and functionally resistant to CS-induced emphysema due to activation of IGF1/Akt regenerative and protective signaling.

## Results

### p16 expression is increased in human COPD lungs

To assess the expression and localization of p16 protein in human COPD/emphysema, IHC was carried out on lung biopsies from age-matched patients diagnosed with emphysema, normal non-smokers, and normal (non-diseased) smokers. Supplementary Table 1 displays patient clinical data. Sections from normal non-smokers had little p16 staining, whereas normal smokers had low sporadic expression (p16 in red, Fig. 1a). COPD patients showed high expression of p16 across the lung, including bronchial and alveolar epithelia, and interstitial cells (Fig. 1b, c). Senescence was assessed in alveolar type II cells (AECII) by double IHC staining of p16 and SPC. We found that p16 is expressed in ~13.8% of SPC + alveolar type II cells (Fig. 1d), consistent with a reduced AECII population in COPD lungs (Fig. 1e) and suggesting a role of senescence in impaired alveolar regeneration in COPD lung. Senescence was also assessed in endothelial cells by p16 and CD31 IHC staining on serial sections. p16 rarely co-localized with CD31, suggesting senescent endothelial cells are not dominant contributors to COPD pathology (Supplementary Fig. 1).

**Fig. 1:**
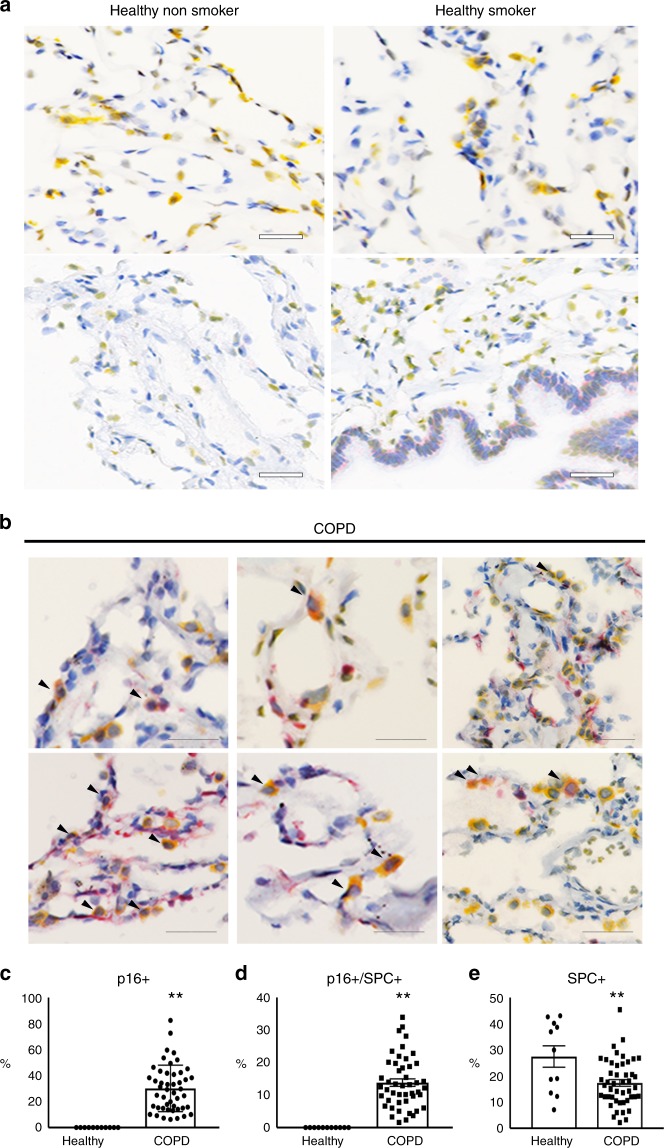
Immunohistochemical localization of p16 in human lungs. p16 (red) and SPC (yellow) staining in **a** healthy non-smoker, healthy smoker, and **b** COPD human lungs. Arrowheads indicate co-localization of p16 and SPC (scale bar = 40 µm). **c** Percentage of p16 + (**p < 0.0001), **d** p16 + /SPC + (**p < 0.0001), and **e** SPC + cells in healthy and COPD lungs (*p = 0.0034). *N* = 3–11

### p16 deletion blocks the pathophysiological changes associated with cigarette smoke

In order to evaluate the role of the p16-mediated senescence pathway, we utilized a transgenic mouse in which firefly luciferase protein is knocked in downstream of the p16 promoter, functionally knocking out p16 expression (p16^−/−^)^28^. Wild-type (p16^+/+^) and p16^−/−^ mice were exposed to cigarette smoke (CS) for 4 months. Ex vivo isolation and imaging of the lungs was carried out (Fig. 2a). CS exposure induced a fivefold increase in p16 promoter-driven luciferase activity compared with room air (RA, Fig. 2b). In addition to bioluminescence, luciferase expression was detected by IHC. Minimal luciferase was expressed in RA lungs, yet luciferase staining was detectable in CS-treated lungs in multiple cell types, including AECIIs, macrophages, and interstitial cells (Fig. 2c). *p16* RNA increased ~10-fold in p16^+/+^ mice upon CS exposure (Fig. 2d). PCR analysis confirmed that p16^−/−^ lungs do not express p16 with or without CS. Concomitant to p16 expression, senescence-associated β-gal activity increased in p16^+/+^ lungs treated with CS; this induction did not take place in p16^−/−^ lungs (Fig. 2e).

**Fig. 2:**
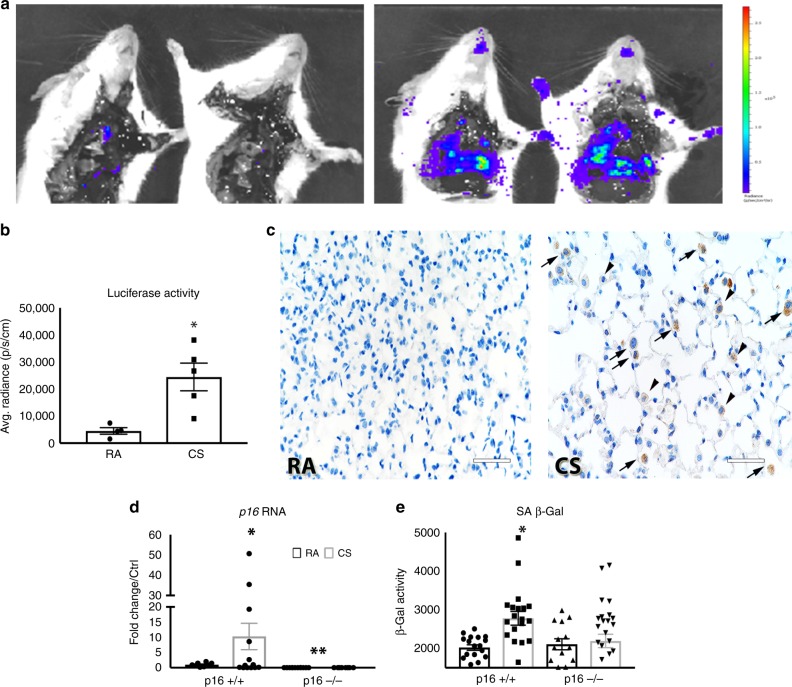
Cigarette smoke promotes p16 promoter-driven luciferase activity and senescence. **a** Luciferase imaging of p16^−/−^ lungs from mice exposed to RA or CS for 4 months. **b** Average radiance measuring luciferase activity in p16^−/−^ lungs (*p = 0.0114). **c** Luciferase staining in RA- and CS-treated lungs; images were taken of alveolar space in p16^−/−^ mice. Arrowheads indicate luciferase-positive AECII cells and arrows indicate macrophages (scale bar = 40 µm). **d** Quantitative real-time PCR of *p16* RNA (*p = 0.0307, **p = 0.0003) and **e** SA β-Gal activity measured in whole lung homogenates after 4 months of RA or CS (*p = 0.0005). *N*, p16^+/+^ RA = 4–8, p16^+/+^ CS = 10–14, p16^−/−^ RA = 4–7, and p16^−/−^ CS = 12–14 mice

Pulmonary structure and function were also examined after 4 months of CS. In vivo respiratory mechanics were evaluated using Flexi-vent. CS substantially increased static lung compliance, pressure/volume, and *P*/*V* area in p16^+/+^ lungs (Fig. 3a), consistent with pulmonary emphysema. These changes were not detected in p16^−/−^ CS lungs, which were comparable to RA-treated mice. CS-induced changes in pulmonary compliance typically reflect reductions in elastic recoil caused by destruction in the alveolar wall and loss of tissue^33^. Accordingly, histological analysis showed that CS exposure causes large emphysematous alveoli alterations in p16^+/+^ lungs. Deletion of p16 markedly reduced CS-induced alterations (Fig. 3b). MLI quantification validated histology observations (Fig. 3c). MLI in p16^+/+^ lungs exposed to CS were double that of RA-treated, whereas p16^−/−^ lungs exposed to CS showed minimal increases, suggesting a role of p16 in alveolar structure homeostasis. Unlike p16^+/+^ mice, CS minimally affected p16^−/−^ mice weight, as they continue to gain weight throughout exposure. However, this can be attributed to CS-associated nicotine appetite suppression and not emphysema^34^ (Fig. 3d).

**Fig. 3:**
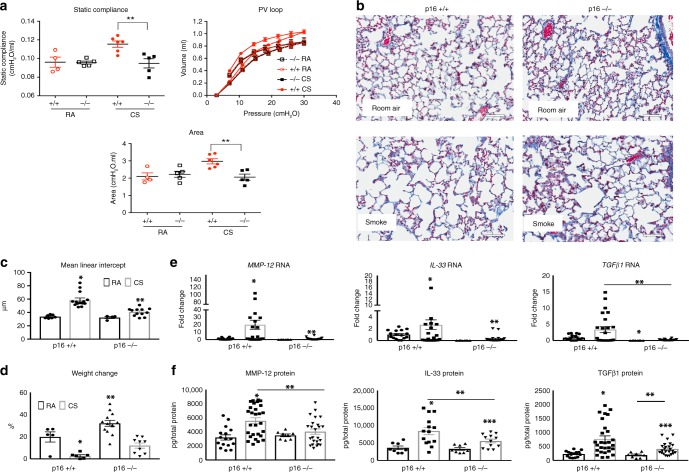
p16^−/−^ lungs maintain function and structure when challenged with CS. **a** Lung compliance (**p < 0.0177), pressure/volume, and area (**p < 0.0001) between the inflation and deflation limb of the PV loop measured using Flexi-Vent. **b** Representative Masson’s trichrome staining of lungs exposed to RA or CS (scale bar = 40 µm), mean linear intercept was determined **c** from these images and quantified (*p < 0.0001 and **p < 0.0001 vs. p16^−/−^ RA). **d** Body weight increases over 4 months, values are the percentage increase from day 0 (*p = 0.0031, **p < 0.0001). Quantitative RT-PCR analysis **e** of MMP-12 (*p = 0.029 vs. p16^+/+^ RA, **p = 0.0077 vs. p16^+/+^ CS), IL-33 (*p = 0.012 vs. p16^+/+^ RA, **p = 0.045 vs. p16^+/+^ CS), and TGFβ1 (*p = 0.0021 vs. p16^+/+^ RA, **p = 0.0036). After 4 months of CS, all samples were normalized to mouse GAPDH. **f** MMP-12 (*p = 0.0004 vs. p16^+/+^ RA, **p = 0.0088 vs. p16^+/+^ CS), IL-33 (*p = 0.004 vs. p16^+/+^ RA, **p = 0.023 vs. p16^+/+^ CS, ***p = 0.0452 vs. p16^−/−^ RA), and TGFβ1 (*p = 0.0005 vs. p16^+/+^ RA, **p = 0.0097, ***p = 0.0036 vs. p16^+/+^ RA), protein levels determined by ELISA. All protein levels are normalized to total protein in the lysate. All data is expressed as mean ± SEM, *n* = 4–14 mice per group

Mediators known to be upregulated in COPD, including MMP-12, IL-33, and TGFβ1, increased in p16^+/+^ lungs at both the RNA (Fig. 3e) and protein (Fig. 3f) levels after 4 months of CS compared with RA. In contrast, CS-induced levels of these mediators were reduced in p16^−/−^ mice (Fig. 3e). Increases of IL-33 and TGFβ1 protein were observed in p16^−/−^ mice; however, the protein levels (Fig. 3f) were not as elevated as those of p16^+/+^ CS. These data suggest that p16 depletion prevents COPD-associated detrimental mediators from reaching pathological levels and leading to the structural and functional alterations associated with CS exposure.

### p16 deletion reduces CS-induced cytokine production in lungs

Cytokines and growth factors typically associated with SASP and inflammation were measured by Luminex assays in lungs from RA- and CS-treated mice. SASP mediators, including IL-6, CXCL-1 (chemokine ligand-1), IL-13, and CCL-2 (chemokine ligand 2), were elevated in CS-treated p16^+/+^ mice (Fig. 4a). CS-induced cytokine levels in p16^−/−^ mice were comparable to those of p16^+/+^ RA-exposed. Similarly, inflammatory mediators, including RANTES, eotaxin, IP-10 (chemokine ligand 10), IL-5, IL-9, and IL-17a were all upregulated with CS in p16^+/+^ lungs, unlike in p16^−/−^ lungs where cytokine induction was prevented (Fig. 4b).

**Fig. 4:**
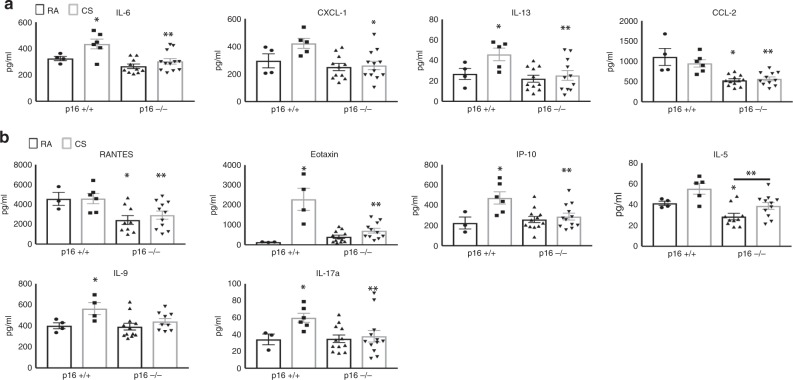
SASPs and Inflammatory cytokines upregulated with CS ameliorated in p16^−/−^ lungs. **a** Cytokines associated with senescent-associated secretory phenotype (SASP) and **b** inflammation on p16^+/+^ and p16^−/−^ lungs exposed to RA or CS. IL-6 *p = 0.0499, **p = 0.0043 vs. p16^+/+^ CS, CXCL-1 *p = 0.0084, IL-13 *p = 0.05, **p = 0.0260, CCL-2 *p = 0.0006 vs. p16^+/+^ RA **p = 0.0009 vs. p16^+/+^ CS, RANTES *p = 0.0346, **p = 0.0267 vs. p16^+/+^ CS, Eotaxin *p = 0.0221 vs. p16^+/+^ RA, **p = 0.0010 vs. p16^+/+^ CS, IP-10 *p = 0.0372 vs. p16^+/+^ RA, **p = 0.0108, IL-5 *p = 0.0308, **p = 0.0377, IL-9 *p = 0.0425, IL-17a *p = 0.0234, **p = 0.05 vs. p16^+/+^ CS. *N* = 4–12 lungs per group

### p16 deletion reduces CS-induced senescence in AECIIs

In vivo cell proliferation was assessed by EdU incorporation. Deleting p16 significantly increased cell proliferation from 3.6% to 5.3% (Fig. 5a, b, *p* < 0.0197). CS exposure led to a reduction in proliferation in p16^+/+^ lungs from 3.6% to 2.7%, unlike the effect in p16^−/−^ lungs where proliferation was maintained (Fig. 5b). As AECIIs are essential to homeostasis and regeneration of alveolar epithelium, we assessed the number of these lung progenitors using IHC for SPC+. Consistent with previous studies, we found that p16^+/+^ lungs were 15–20% SPC + AECIIs throughout the alveolar region (Fig. 5c)^35^. In RA conditions, deletion of p16 resulted in an increase in the percentage of SPC+ cells from 19.23% to 24.32% (Fig. 5c, RA p16^+/+^ vs. RA p16^−/−^). CS exposure increased the numbers of SPC+ cells from 19.61% to 27.19%, supporting the observed protection from CS-mediated alveolar structure destruction. Consistent with the proliferative phenotype of p16^−/−^ mice, the cell cycle inhibitor gene *p21* was dramatically reduced in p16^−/−^ lungs compared with p16^+/+^ (Supplementary Fig. 2). In contrast, p16^+/+^ mice showed a threefold increase in *p21* upon CS exposure compared with RA, strongly suggesting a role of senescence in CS-induced pulmonary dysfunction observed in p16^+/+^ mice. To test whether AECIIs from p16^−/−^ lungs were indeed resistant to CS-induced senescence, we isolated AECIIs from mouse lungs. The purity of isolated AECIIs was >94%, as determined by epthelial cellular adhesion molecule (EPCAM) and SPC flow cytometry (Fig. 5e, f and Supplementary Fig. 3). AECIIs were cultured in a three-dimensional system and treated with 5% cigarette smoke extract (CSE). AECIIs in full media formed alveolar spheres demonstrated by SPC staining in Fig. 5d, e. CSE-treated AECIIs formed fewer spheres but were still viable (Fig. 5d). When exposed to CSE, the percentage of senescent p16^+/+^ AECIIs increased as assessed by flow β-gal activity (Fig. 5g). Deletion of p16 completely prevented the CSE-induced senescence of AECII (p16^+/+^ CS vs. p16^−/−^ CS).

**Fig. 5:**
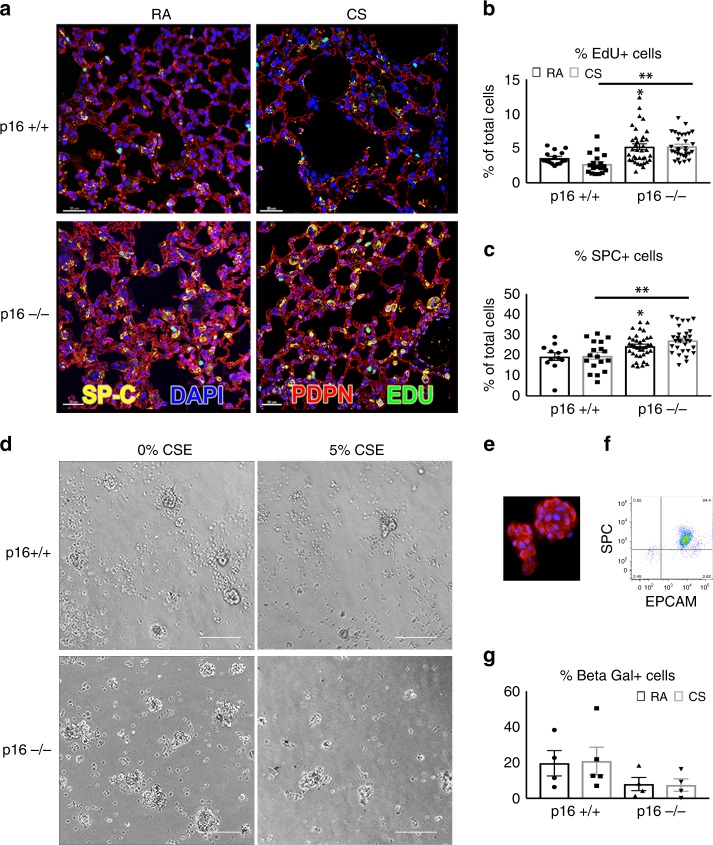
Increased cell proliferation and reduced AECII senescence in p16^−/−^ lungs. **a** Twenty-four hours post IP EdU injection (50 mg/kg), p16^+/+^ and p16^−/−^ lungs exposed to RA and CS were fixed and stained with Click-It EdU (green), SPC (yellow), Podoplatin (PDPN, red), and DAPI (blue, scale bar = 30 µm). **b** Quantification of lung proliferating (EdU+) cells in the alveolar airspace. At least 1500 nuclei per airspace were counted in each lung *p = 0.0197, **p < 0001. *N* = 4–12 lungs per group. **c** Percentage of SPC+ cells in the alveolar region of the lung *p = 0.015, **p = 0.0004. **d** Images of Isolated AECIIs from p16^+/+^ and p16^−/−^ lungs treated with 5% CSE in 10% serum for 24 h and probed for β-galactosidase activity using C12FDG substrate (scale bar = 400 µm). **e** AECIIs immunostained with SPC (red) and DAPI (blue). **f** Flow cytometry analysis of AECII measuring purity of isolation. *X* axis is measuring EPCAM for epithelial cell specificity and *y* axis is measuring SPC for AECII specificity. **g** AECIIs treated with 5% CSE and C12FDG, and quantified with flow cytometry. Data represent the average ± SEM of four to five independent experiments

### p16 deletion promotes proliferative signaling in the lung

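Whole lung lobes of mice with intact p16 (p16+/+) and of mice lacking it (p16-/-), kept in room air (RA) or exposed to cigarette smoke (CS) for 4 months, were assayed on a PCR array of 84 insulin signaling genes and 5 reference genes (Actb, B2m, Gapdh, Gusb and Hsp90ab1). The mice were 8 to 10 weeks old at the start by the methods. The sample labels of the CS groups give 8 weeks of age and 16 weeks of CS. Each value is a threshold cycle (CT), the PCR cycle at which a product crosses the detection threshold, so a higher CT stands for less cDNA on a log2 scale. The values used here come from 4 p16+/+ RA, 4 p16+/+ CS, 3 p16-/- RA and 4 p16-/- CS lungs, where the paper gives 5 lungs per group. One further column of each group equals the mean of the group's other columns to within 0.001 cycles in all 87 genes compared, and these 4 columns were not counted as lungs. The median CT of the target genes lay between 29.4 and 30.8 cycles in p16+/+ RA lungs, 28.2 and 31.7 in p16+/+ CS, 27.3 and 27.9 in p16-/- RA, and 26.5 and 27.8 in p16-/- CS lungs. The mean CT of the 5 reference genes ranged from 25.2 to 26.2, 24.1 to 27.3, 24.5 to 25.0 and 23.4 to 26.3 cycles in the same order of groups. The values of Gusb and Hsp90ab1 hold 1 cell fewer than those of the other genes and were moved by 1 place. With that, the CT of Akt1 fits its per-lung value in Supplementary Data 1 with an offset that varies by 0.0 cycles over 14 lungs, against 2.58 cycles over 15 lungs without it. The reference mean of the lung left without these CTs (p16+/+ RA lung 1) was taken as 25.16 cycles, the value implied by Supplementary Data 1. For each lung the CT of a gene was subtracted from the reference mean (-ΔCT, log2 scale), after a blank CT or one over 35 was set to 35, which concerned 6 blank CTs and 14 over the limit. All 4 groups entered one limma fit, with Benjamini-Hochberg adjustment over the 84 genes. Cdkn2a, the gene that encodes p16, is not on the array, so the deletion itself was not checked in these values.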

To further investigate the mechanism by which p16^−/−^ mice are resistant to CS-induced emphysema, we performed array-based pathway-specific transcriptomic analysis. We found that members of the insulin pathway were uniquely upregulated in p16^−/−^ lungs and altered further when treated with CS (Fig. 6a). 

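In RA, 24 of the 84 genes were higher and 5 were lower in p16-/- than in p16+/+ lungs at an adjusted p under 0.05 from limma, relative to the mean of the 5 reference genes, whereas with Gapdh alone as the reference none was higher and 44 were lower. With Gapdh left out of the reference 32 were higher and 0 lower, so the direction of the calls depends on Gapdh. Npy, which encodes neuropeptide Y, had a log2 change of 3.64 (standard error 0.78, adjusted p = 0.0043 from limma), and Prkci, an atypical protein kinase C, with 3.63 (standard error 0.68, adjusted p = 0.0039 from limma). Further increases were in Acaca, Pklr, Pdpk1, Frs2, Aebp1 and Akt1, with log2 changes from 3.54 to 3.00. The lower genes were Tg (-3.47), Hras (-2.91), Retn (-2.47), Prkcz (-2.33) and Vegfa (-4.41). Vegfa was chosen after its values were seen, since its lungs overlap between the groups. The overlap rests on p16+/+ RA lung 4, whose blank CT was set to 35 (-ΔCT of -9.14). Apart from p16+/+ RA lung 4, the p16+/+ RA lungs lay from -2.69 to -2.22 and the p16-/- RA lungs from -10.54 to -5.28. With no CT limit and blank CTs left missing, which drops that lung for Vegfa, the change was -8.03 for Vegfa and -4.84 for Tg. No gene was lower without p16-/- RA lung 3, or with Gapdh left out of the reference. With plate column effects removed, a setting chosen after seeing the data, Prkcz alone still passed as lower, and Hras and Retn had positive changes. In CS, 32 genes were higher and 1 was lower in p16-/- than in p16+/+ lungs from the same test. With Gapdh alone 0 were higher and 20 lower, and with Gapdh left out 45 were higher and 0 lower. By the methods' t-test after adjustment 30 genes changed in RA and 0 in CS, where 16 passed unadjusted. By the exact permutation test 23 in RA and 33 in CS passed unadjusted, and 0 after adjustment in either. The smallest p this test can give here is 0.0286, which too few genes reached for any to pass after adjustment over 84. That 0 depends on how many genes reach this p, here 23 and 33, as well as on the number of lungs. It does not depend on the size of any one change. Among the higher genes were Grb10, an adaptor of the insulin receptor, with a log2 change of 4.14 (standard error 0.87, adjusted p = 0.0018 from limma), Npy (4.09) and Cfd, the adipocyte protease adipsin (3.89). The one lower gene was Prkcz, with -1.42 (standard error 0.52, adjusted p = 0.041 from limma). Its call ended without any one of p16+/+ RA lung 1 or 3, p16+/+ CS lung 1, 2 or 3, p16-/- RA lung 1, or p16-/- CS lung 1, 2 or 3, and with Gapdh left out of the reference. All 24 genes higher in RA were among the 32 higher in CS, where 9.1 would be shared by independent lists. The 2 lists are not independent, since both come from a single fit of all lungs. Gapdh, part of the reference, also shifted in both comparisons (-3.53 cycles in RA and -3.09 in CS). The overlap is therefore no replication. Across the 84 genes the 2 sets of log2 changes, which share no lung, had r = 0.915 and rho = 0.912, though genes are not independent replicates. Both sets also shifted with plate column, as given below. Akt2, Cfd, G6pc2, Igfbp1, Klf10, Prl, Slc27a4 and Slc2a1 were higher in CS and did not pass the test in RA. Relative to the median of the 84 genes G6pc2 and Slc27a4 did not lie above 0 in CS. The groups of lungs did not overlap for 37 genes in RA and 33 in CS, where chance gives 5.71% and 2.86% of genes. CS changed 0 of the 84 genes in p16+/+ lungs by limma, 0 at an unadjusted p under 0.05, 0 by the methods' t-test and 0 by the exact permutation test. In p16-/- lungs CS changed 0 genes by limma and by both other tests after adjustment, and 1 at an unadjusted p under 0.05, the adaptor Shc1, which was chosen after its values were seen. There 81 of the 84 log2 changes lay above 0, with a median of 0.68 and a median standard error of 0.89. The median was 0.19 without p16-/- CS lung 4. The CS effect differed between the genotypes for 0 genes by limma, and for 0 at an unadjusted p under 0.05. The median difference was 0.60, and -0.07 without p16-/- CS lung 4. The median log2 change of the 84 genes was 0.90 in RA and 1.46 in CS, and -2.63 and -1.63 with Gapdh alone. Relative to the median of the 84 genes 12 genes were higher and 17 lower in RA, and 13 and 14 in CS. With a CT limit of 30 no gene passed in RA by limma (18 at an unadjusted p under 0.05) and 21 in CS. That limit sets every later CT to 30 and so shrinks differences by itself. Between 34 and 52 of the targets were over 30 cycles or blank in p16+/+ RA lungs, against 9 to 18 in p16-/- RA lungs. The RA count was 9 without p16+/+ RA lung 2, 10 without p16-/- RA lung 2 and 8 without p16-/- RA lung 3.

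**Figure D1:**
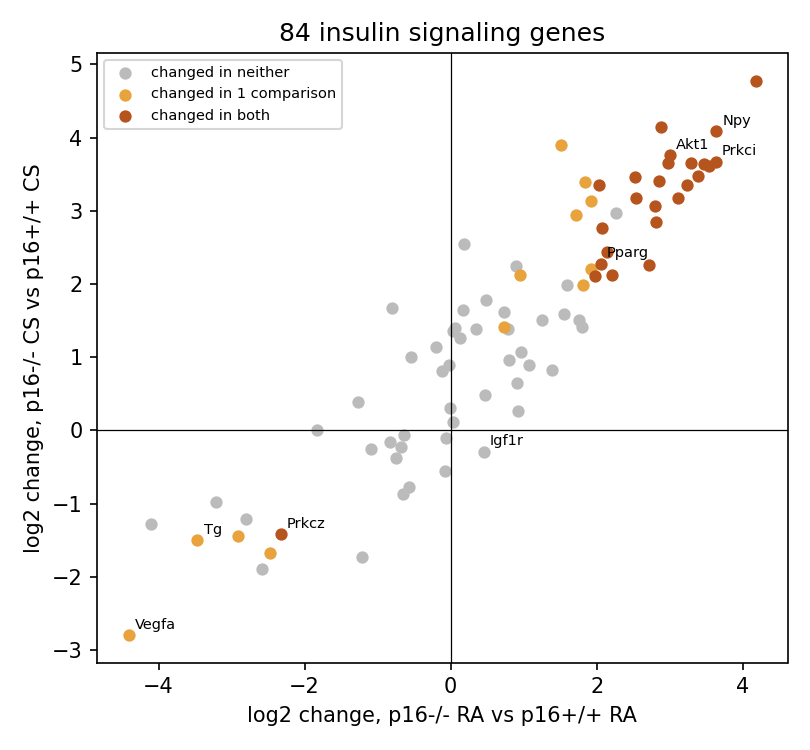
Log2 change of each of the 84 genes between genotypes in RA (horizontal axis) and in CS (vertical axis), relative to the mean of the 5 reference genes, one point per gene, colored by whether it passed limma's test in neither, 1 or both comparisons. The 24 genes higher in both lie at the upper right, and with Gapdh alone as the reference none of the 84 was higher in either comparison. With Gapdh left out of the reference 32 were higher in RA and 45 in CS.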

To validate the array analysis, we measured *IGF1* mRNA and protein by PCR and ELISA, respectively. Deletion of p16 increased *IGF1* mRNA and protein (Fig. 6b RA). This translated to a 7.83-fold increase in IGF1 protein in p16^−/−^ lung compared with p16^+/+.^ When treated with CS smoke, p16^−/−^ lungs maintained elevated levels of IGF1 compared with p16^+/+^ (Fig. 6c). Discrepancies between *IGF1* RNA and protein are likely due to CS-induced proteasome functions^36^. Phosphorylated insulin receptor (IR), the receptor known to be activated by IGF1, was upregulated in p16^−/−^ lungs upon CS exposure, unlike in p16^+/+^ mice where it decreased (Fig. 6d). 

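Akt1, a serine/threonine kinase of the insulin pathway, and Pparg, which encodes the adipogenic nuclear receptor PPARγ, were each higher in p16-/- than in p16+/+ lungs relative to the mean of the 5 reference genes, whereas with Gapdh alone as the reference both had negative log2 changes in RA. In RA, the -ΔCT of Akt1 was -5.88 ± 1.45 (SD, n = 4) in p16+/+ and -2.89 ± 1.11 (SD, n = 3) in p16-/- lungs, 7.98-fold higher. In CS it was -6.06 ± 1.32 (SD, n = 4) and -2.30 ± 0.78 (SD, n = 4), 13.6-fold higher. Pparg was at -6.76 ± 0.27 in p16+/+ RA, -6.48 ± 0.52 in p16+/+ CS, -4.70 ± 0.61 in p16-/- RA and -4.20 ± 1.06 in p16-/- CS lungs (SD), 4.15-fold higher in RA and 4.85-fold in CS. By limma the adjusted p in RA was 0.020 for Akt1 and 0.022 for Pparg, and in CS 0.0027 and 0.0057. For both genes every p16-/- lung lay above every p16+/+ lung of the same exposure. The two-sided exact permutation test gave p = 0.0286 in each case, the smallest that 3 or 4 lungs against 4 allow, apart from p = 0.0571 for Akt1 in RA. CS itself gave log2 changes of -0.18 (Akt1) and 0.28 (Pparg) in p16+/+ lungs and of 0.59 and 0.50 in p16-/- lungs, none of which passed the test. With Gapdh alone as the reference the changes were -0.53 and -1.48 in RA and 0.67 and -0.81 in CS, none past the threshold, and with a CT limit of 30 Pparg was at -0.34 in RA. Both calls in RA ended without B2m or without Hsp90ab1 among the reference genes, and without p16+/+ RA lung 2, p16-/- RA lung 2 or p16-/- RA lung 3, and all 4 calls ended relative to the median of the 84 genes. A CT limit of 30 ended both RA calls and that of Pparg in CS. That limit sets every later CT to 30 and so shrinks these differences by itself. The mean CT was 31.6 (Akt1) and 32.5 (Pparg) in p16+/+ RA lungs, against 27.7 and 29.5 in p16-/- RA lungs. The losses and the negative Pparg value under that limit therefore tell little about these genes. The methods' t-test after adjustment ended both CS calls and that of Akt1 in RA.

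**Figure D2:**
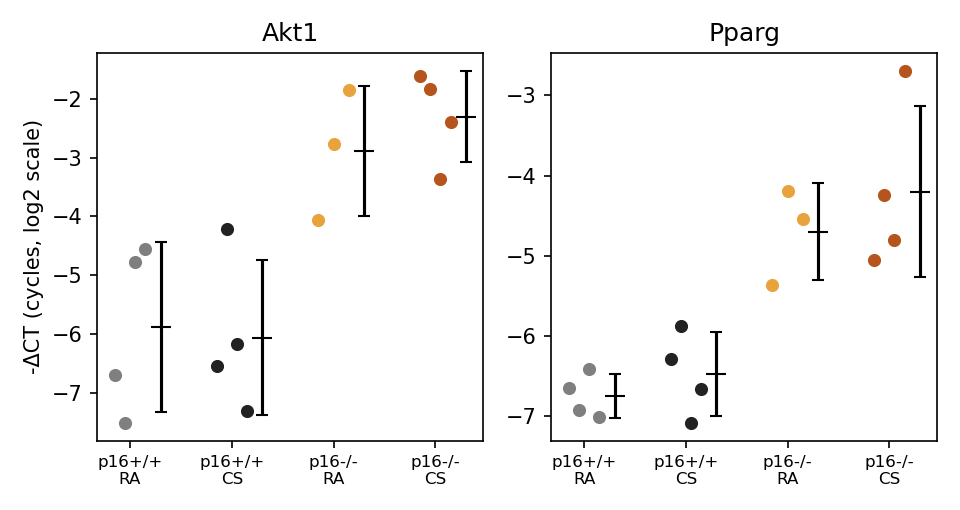
-ΔCT (log2 scale, relative to the mean of the 5 reference genes) of Akt1 and Pparg, one point per lung, with the mean and SD of each group. p16-/- lungs lie above p16+/+ lungs of the same exposure in each panel. With Gapdh alone as the reference the changes are negative, apart from 0.67 for Akt1 in CS.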

Downstream mediators of the insulin/IGF1 pathway were also increased in p16^−/−^ lungs compared with p16^+/+^ mice, including *Akt1*, *PPARγ*, and *MapK1* (Fig. 6e). These data suggest that the structural and functional protection in p16^−/−^ mice is mediated by the pro-growth/anti-apoptotic IGF1 pathway. This led us to investigate this pathway in human COPD lung samples obtained from patients undergoing lung resection (and therefore predominantly GOLD IV, Supplementary Table 2). 

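Among the genes around the IGF1 receptor on the array, Igf2, a growth factor that also binds that receptor, and Irs1, the adaptor that links it to PI3K, were higher in p16-/- than in p16+/+ lungs relative to the mean of the 5 reference genes, whereas with Gapdh alone as the reference both were negative in RA (-0.81 and -0.99) and Igf2 also in CS (-0.83). Igf2 had a log2 change of 2.72 (standard error 0.78, adjusted p = 0.018 from limma) in RA and 2.26 (standard error 0.72, adjusted p = 0.019) in CS, where the lungs of the groups overlapped. Irs1 had 2.54 (standard error 0.80, adjusted p = 0.022 from limma) in RA and 3.17 (standard error 0.74, adjusted p = 0.0031) in CS. Igf1r, the receptor itself, had 0.45 and -0.29, and Irs2, a second adaptor, -0.02 and 0.89, none of which passed the test, whereas with Gapdh alone Igf1r was lower by limma in RA (-3.08) and CS (-3.38), and Irs2 in RA (-3.55). The RA calls of Igf2 and Irs1 ended without p16+/+ RA lung 2, p16-/- RA lung 2 or p16-/- RA lung 3, that of Irs1 also without p16+/+ RA lung 1, and the CS call of Igf2 without p16+/+ CS lung 3. These 3 calls also ended without B2m or without Hsp90ab1 in the reference and with a CT limit of 30, which sets every later CT to 30. Both CS calls ended by the methods' t-test after adjustment. Igf1 is not on the array. From the array together with its measurements of IGF1 and of the phosphorylated insulin receptor, the paper proposes that this pathway accounts for the resistance of p16-/- lungs to CS. Its further measurements of Akt and cyclin D protein, and of cyclin D under an Akt inhibitor in fibroblasts, do not rest on the array.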

Human *IGF1* and *Akt1* mRNA were both diminished in COPD lung (Fig. 7a, b). As cellular damage from CS has been shown to target Akt specifically^37^, we looked at Akt in p16^−/−^ lungs. Active Akt (pThr309) level was doubled in p16^−/−^ lungs and increased slightly with CS (Fig. 7c). Similarly, total Akt was substantially elevated in p16^−/−^ lungs and increased with CS (Fig. 7d). Active Akt leads to an accumulation of cyclin D^27,38^, a molecule necessary for S phase entry and the target of p16 to induce senescence^39^. Cyclin D levels were comparable in p16^−/−^ and p16^+/+^ mice with RA; however, there was a much larger increase in cyclin D in p16^−/−^ compared with p16^+/+^ lungs upon CS exposure, supporting the observation of enhanced cell proliferation and regeneration in p16^−/−^ lung (Fig. 7e, f, Supplementary Fig. 4). To confirm that the cyclin D increase in p16^−/−^ lung was Akt-dependent, lung fibroblasts were isolated from p16^+/+^ and p16^−/−^ lungs, and treated with an Akt inhibitor along with 10% CSE. Phase-contrast images (Fig. 7g) confirmed that neither 10% CSE or the Akt inhibitor were toxic but instead inhibited proliferation. CSE-induced cyclin D in p16^+/+^ fibroblasts and the Akt inhibitor inhibited CSE-induced cyclin D (Fig. 7h). Cyclin D levels were sixfold higher in p16^−/−^ fibroblasts than in p16^+/+^ fibroblasts, and slightly increased with CSE. The Akt inhibitor entirely eliminated cyclin D (Fig. 7h), confirming that the cyclin D upregulation in p16^−/−^ lung fibroblasts was Akt-dependent.

**Fig. 6:**
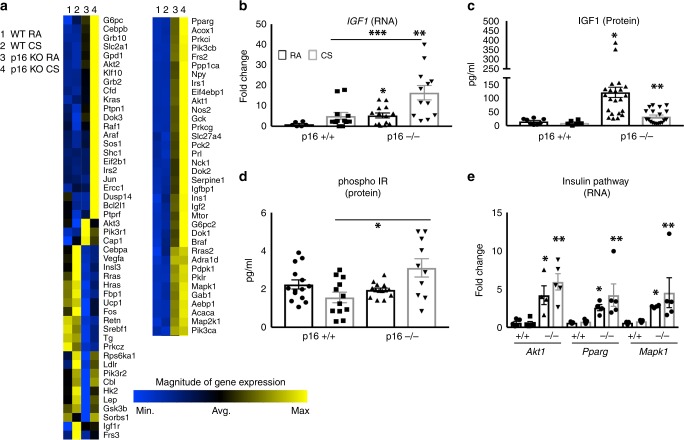
Increased IGF1 signaling in p16^−/−^ lungs. **a** Heat map of 84 insulin-related genes in lungs treated with CS. Genes in blue are reduced, while genes in yellow are increased. *N* = 5 lungs per group. **b** *IGF* RNA levels measured by TAQman qPCR. *p = 0.016, **p = 0.007, ***p = 0.008. **c** IGF1 measured by ELISA from whole lung lysates. *p = 0.0028, **p = 0.0421 vs. + /+ CS. **d** Phospho-insulin receptor measured by ELISA (*p = 0.0085). **e** Levels of key proliferation signaling genes *Akt1* (*p = 0.0137, **p = 0.0011), *Ppar*γ (*p = 0.0009, **p = 0.0392), and *MapK1* (*p < 0.0001, **p = 0.039) from profiler array. *N* = 5 lungs per group

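Members of most groups of the insulin pathway were higher in p16-/- lungs in both exposures relative to the mean of the 5 reference genes, while with Gapdh alone as the reference no member of these lists was higher. Over the whole array 24 of the 84 genes were higher in RA and 32 in CS. Whether any list exceeds that share was not tested, so its count does not show a change specific to that group. The lists were fixed before the CT values were examined but after the group values in Supplementary Data 1 had been seen, so they are not independent evidence of a direction, and all calls are at an adjusted p under 0.05 from limma. Of 18 genes grouped as insulin receptor adaptors, a list that also holds phosphatases and other signaling proteins, 5 were higher and none lower in RA, and likewise in CS (5 and 5 when adjusted over the list alone). They include Frs2 (log2 change 3.23 in RA and 3.35 in CS), Dok2 (2.85 in RA and 10.6-fold in CS) and Grb10, given above for CS (2.89 in RA). Of 12 genes of the PI3K-Akt-mTOR branch, 3 were higher in RA and 4 in CS (3 and 4 when adjusted over the list alone). Pdpk1, the kinase that phosphorylates Akt, had 3.38 and 3.47, and Akt2 was 10.5-fold higher in CS, while its 1.84 in RA did not pass. Of 9 ligands, hormones and IGF axis genes, 2 were higher and 1 was lower in RA, and 4 were higher in CS (4 higher and 1 lower, and 4 higher, when adjusted over the list alone). Prl, the pituitary hormone prolactin, had 1.71, which did not pass, and 2.94. Of 9 genes of carbohydrate metabolism, 3 were higher in RA and 5 in CS (3 and 5 when adjusted over the list alone), among them Pklr, a pyruvate kinase of liver and red cells (3.47 and 3.63), and Pck2 (2.03 and 3.36). Of 11 genes of lipid metabolism and adipocytes, 3 were higher and 1 was lower in RA and 5 were higher in CS (3 higher and 2 lower, and 5 higher, when adjusted over the list alone). Acaca, which makes malonyl-CoA for fatty acid synthesis, had 3.62 in CS. Of 7 transcription factors, 2 were higher in RA and 3 in CS (2 and 3 when adjusted over the list alone), among them Cebpb (2.80 and 3.06), whereas Fos had -4.10 and -1.28 without passing. Without p16-/- RA lung 1, Fos was lower in RA by limma (-6.59). Of 13 genes whose main site is another organ, 4 were higher and 1 was lower in RA and 7 were higher in CS (8 higher and 2 lower, and 7 higher, when adjusted over the list alone), and their median CT lay within 1 cycle of that of the other targets in 14 of the 15 lungs. Plate position went with the direction of change: all 24 genes higher in RA lie in plate columns 1 to 8, which hold 56 of the targets, and 4 of the 5 lower genes in columns 9 to 12, which hold 28. Of the 32 genes higher in CS, 31 lie in columns 1 to 8. With a CT limit of 30, which sets the later CTs frequent in p16+/+ lungs to 30, no member of these lists passed in RA. By the methods' t-test after adjustment none passed in CS between the genotypes. No member passed by limma in the CS comparisons within a genotype.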

**Fig. 7:**
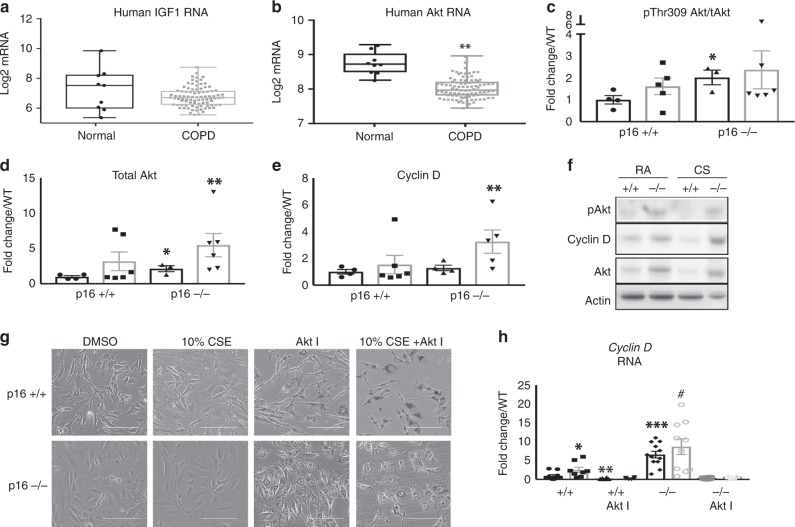
Diminished *IGF1* and *Akt* mRNA in human COPD lungs and loss of p16 increases Akt signaling in CS-exposed lungs. **a**, **b** Gene microarray analysis of whole lung lysates from 9 normal and 94 COPD donors **p = .85e^−6^. **c**–**e** Protein profile of phosphor-Akt Thr308 (*p = 0.0359), total Akt (*p = 0.0396, **p = 0.0416), and Cyclin D (**p = 0.0249). **f** Representative western blotting of whole lung lysates exposed to RA and CS (*n* = 4–6). **g** Representative images of fibroblasts isolated from p16^+/+^ and p16^−/−^ lungs then treated with DMSO or Akt I (10 μM, scale bar = 400 µm). **h** QPCR was performed to determine Cyclin D gene expression. Data are expressed as the average ± SEM of at least three independent experiments, *p = 0.0471, **p = 0.0230, ***p < 0.0001, #*p* = 0.001

## Discussion

COPD can be characterized as a disease of accelerated pulmonary aging. COPD patients experience many of the hallmarks of aging, including the deterioration of lung compliance, alveolar destruction, inflammation, genetic instability, and cellular senescence^40^. CS is recognized as a major contributor to COPD pathologies, as it contains reactive oxygen species that cause epithelial injury and inflammation throughout the central and peripheral airways, and lung parenchyma^41^. CS-induced chronic epithelial injury causes impaired tissue regeneration due to dysfunctional homeostatic balance between key tissue remodeling mechanisms such as cellular proliferation and senescence^6,37,42,43^. In the lung, stressed or damaged alveolar type I (AECI) cells undergo apoptosis leading to attempted repair by AECII progenitor cells within the alveoli, but over time with repeated challenge this cell replacement system declines and the ability to repair weakens^44^. To better understand the kinetics of CS-induced senescence, we treated p16^+/+^ and p16^−/−^ mice with CS for 1 month and 2 months, respectively. At 1 month, we were able to see a significant increase in senescence-associated β-gal activity that slightly increased at 2 months vs. RA (Supplementary Fig. 5a, *p* = 0.0183). Interestingly, in p16^−/−^ mice, although β-gal activity increases upon CS exposure at 1 month, the protective effects become evident at 2 months, with decreased β-gal activity. In addition to β-gal activity, we also examined the kinetics of p16 protein at earlier time points. Similar to β-gal activity, p16 expression increased gradually with continued exposure to CS (Supplementary Fig. 5b).

Decreased lung compliance seen in COPD is caused by the destruction of alveolar spaces induced by the breakdown of extracellular proteins and exhausted progenitor cell compartments. Blocking alveolar destruction and/or creating an environment that facilitates alveolar regeneration could provide an important approach to treating COPD and emphysema. In this study, p16^−/−^ pulmonary cells proliferated at a higher rate than p16^+/+^ in normal air and in the presence of CS. Increased proliferation resulted in a larger population of progenitor AECII cells leading to limited alveolar destruction. Our study demonstrates that promotion of cell hyperplasticity, upon deletion of a cell cycle inhibitor, contributes to improved lung structure and function, and may represent a valuable strategy to treat COPD and emphysema.

In addition to the direct effects of p16 deletion on the increased ability of the alveolar progenitor pool to proliferate, protection from CS-induced pathological mediators appears to be conferred as well, as evidenced by the attenuated induction of proteolytic enzymes and inflammatory cytokines (Fig. 3e, f and Fig. 4). Macrophages, recruited to the lung by the damage resulting from CS exposure, are known to be a dominant source of ECM-degrading enzymes such as MMP-12^45,46^. Supplementary Fig. 6a and 6b show that exposure to CS leads to increased macrophage numbers at the earliest time point evaluated (1 month) in both p16^+/+^ and p16^−/−^ lungs and the numbers remain similarly elevated across all time points evaluated. Interestingly, although MMP-12 expression was elevated in the wild-type mice with CS, the p16^−/−^ mice are protected from this increase (Supplementary Fig. 6c), suggesting that the macrophages may not be the only source of the MMP-12. As senescence is associated with an activated cell phenotype, the reduced MMP-12 may be the result a decreased secretory phenotype of the cells lacking p16.

Our study reveals that levels of pro-growth mediators IGF1^47^ and Akt^25^ are diminished in COPD lung compared with normal (Fig. 7a, b), suggesting that a defective IGF1 pathway mediates, at least in part, the compromised tissue regeneration seen in COPD lungs. IGF1 is induced by growth hormone in the pituitary and is crucial in lung development and health^48^. Three IGF1 receptors IGF1R, IGF2R, and IR activate PI3 kinase and downstream Akt signaling to regulate metabolism, cell cycle, and apoptosis^23,49^. As depicted in Fig. 8, we propose that oxidant-containing CS induces DNA damage that activates the p16 senescence pathway. Senescent cells secrete SASP mediators, such as MMP-12, TGFβ1, and IL-33, affecting the extracellular matrix homeostasis, which in combination with the loss of regenerative capacity of senescent AECII progenitors, leads to alveolar destruction and emphysema. Inactivation of the p16 senescence pathway prevents CS-induced lung emphysema by upregulation of the IGF1 pathway with activation of Akt and cyclin D accumulation, promoting AECII proliferation and regeneration.

**Fig. 8:**
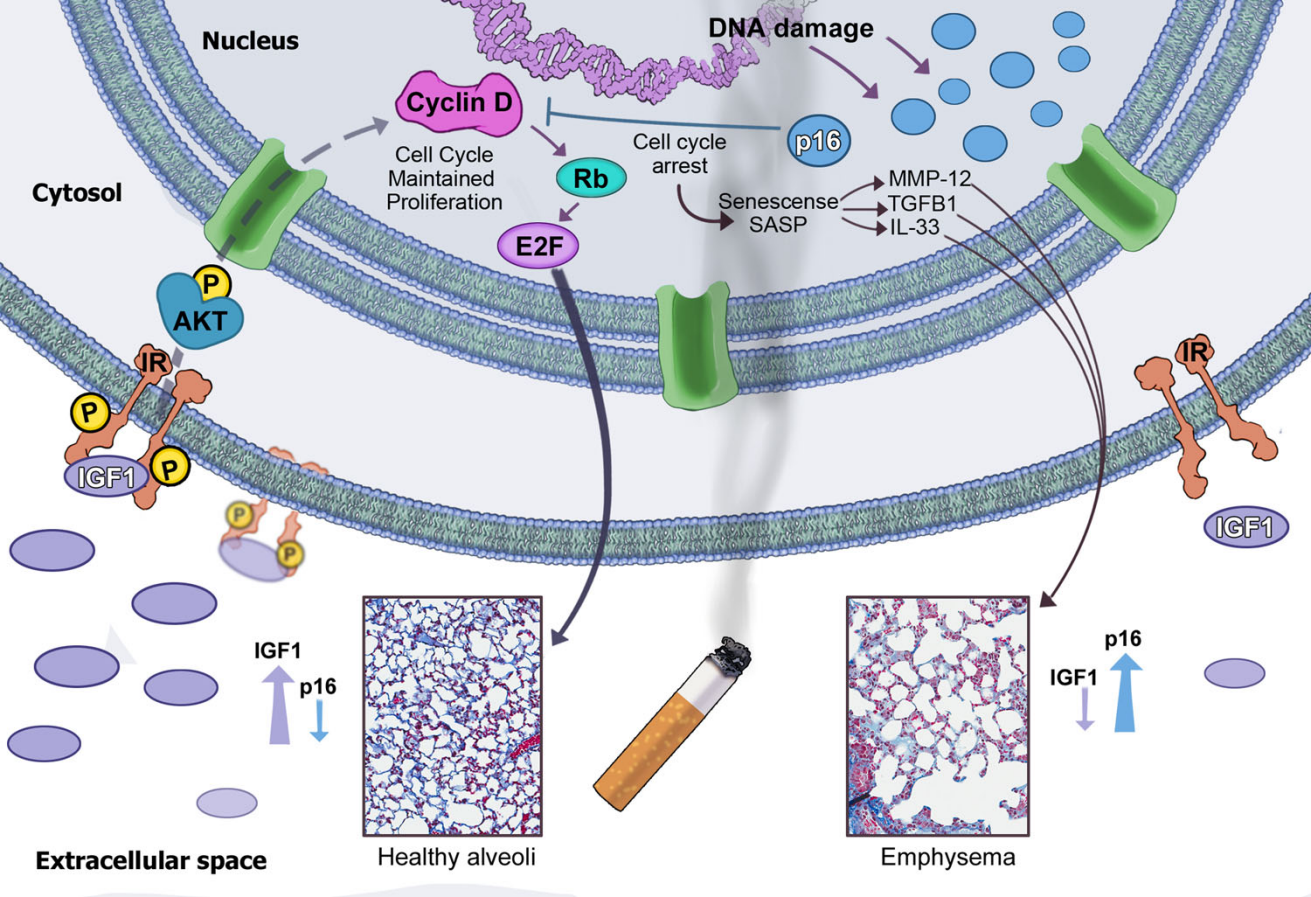
Proposed mechanism of protection. In the presence of chronic CS, p16 levels increase and cells become senescent. CS induces pro-inflammatory cytokines throughout the lung, and in the senescent cells SASPs are secreted, which perpetuate senescence and alveolar destruction (right side). When the cell cycle inhibitor p16 is not present (left side), basal levels of IGF1 are upregulated, resulting in stimulated insulin receptors and activation of Akt. Activated Akt stimulates cell proliferation evidenced by increases in Cyclin D expression and the maintenance of healthy alveoli

A recent report using a chronic (6 months) model of CS-induced COPD failed to find protective effects of p16 deletion^50^. There are important differences in our approach that likely account for the different outcomes. The p16^−/−^ transgenic mice used in their study have the entire Ink4a locus deleted, knocking down p16 and downstream p19, another tumor suppressor. With the entire locus knocked out, the mice spontaneously develop tumors in the spleen and liver, limiting the lifespan of the mice. The number of mice that survived CS exposure were extremely limited (3 of the 11), making conclusions very challenging if not impossible.

Considerable evidence exists linking p16 expression and a multitude of pathologies associated with aging, including cardiovascular disease^51^, osteoporosis^20^, diabetes^52^, age-related frailty^53^, and pulmonary disorders^10,43,54–57^. The emerging therapeutic approach of utilizing senolytics to remove senescent cells may provide benefit by leading to a more pro-resolution/regenerative cellular environment.

## Methods

### Animals

Wild-type B6(Cg)-Tyrc-2J/J (p16^+/+^) mice were obtained from The Jackson Laboratory; p16^Luc^ mice (Strain Code 01XBT -- B6.Cg-Cdkn2a ^tm3.1Nesh^ Tyr ^c-2J^/Nci) were obtained from the NCI mouse repository via Dr Norman Sharpless (University of North Carolina School of Medicine). Mice were housed and maintained in accordance with the Guide for Care and Use of Laboratory Animals and under the American Association for the Accreditation of Laboratory Animal Care I accreditation. All protocols used in these studies were approved by the Institutional Animal Care and Use Committee of MedImmune.

### Cigarette smoke exposure

p16^+/+^ and p16^−/−^ mice were exposed to cigarette smoke in a SIU48 machine (PromechLab AB, Vintrie, Sweden; 3R4F cigarettes from The Tobacco and Health Research Institute, University of Kentucky). Eight to 10-week-old female mice are exposed to 18 cigarettes twice a day, 5 days a week for 4 weeks, 8 weeks, and 16 weeks. The smoking period is 90 min per exposure with a 3 h rest period between exposures. In vivo Luciferase detection was performed on isoflurane-anesthetized mice following intraperitoneally injecting d-luciferin substrate (15 mg/ml in Dulbecco’s phosphate buffered saline (DPBS)).

### Histology

Human COPD and normal samples were purchased from Avaden BioSciences (Seattle, WA), Tissue Solutions (Glasgow, Scotland), and The National Resource Center (Philadelphia, PA). The study was approved by the Temple University Human Research Committee and all subjects provided their informed consent. All companies maintain informed consent from patients and maintain Institutional Review Board -approved protocols at every clinic with annual reviews. Surfactant Protein C (SPC, 1/1000, Millipore Sigma, AB3786), CD31 (0.80 µg/ml, Ventana ref #760–4378), and p16 (1 mg/ml, Ventana ref #705-4713) antibodies were used to stain 3 normal and 13 COPD human sections. To quantify expression, five random fields were analyzed per lung by Image J software.

Mouse lungs were perfused by instillation with Phosphate buffered saline (PBS) and PBS/ optimal cutting temperature compound (Fisher Healthcare, 23-730-571)-embedding solution, in order to ensure structural integrity, then fixed in 10% formalin. Then the lungs were embedded in paraffin and cut into 5 μm sections and Masson’s trichrome (MT) stain was performed using standard protocols. Determination of mean linear intercept (MLI), collagen deposition, and lung area were determined using Aperio Imagescope (Leica Biosystems, Buffalo Grove, IL) and Image J software (NIH). Specifically, for MLI, five random fields per lung were assessed on MT-stained lung sections. On average, 200 alveoli were recorded per lung and 4–14 lungs were measured per group. Immunohistochemistry (IHC) using antibodies against SPC (mouse 1/200, Millipore Sigma, AB3786), F4/80 (1/1000 CST, 70076), and Luciferase (1/8000. Abcam, ab21176) was performed using previously published protocols^29,30^. Briefly, slides were deparaffinized, then antigen retrieval was conducted using 10 mM sodium citrate. TNB blocking reagent (Perkin Elmer) was applied to reduce background signal as well as dilute primary and secondary antibodies. Chromogenic IHC stain was performed as above, then incubated with DAB Chromogen Solution (R&D Systems) and counterstained with hematoxylin. EdU was injected 24 h intraperitoneally prior to killing; incorporated EdU was imaged using the Click-it EdU Cell Proliferation assay (ThermoFisher, Carlsbad CA) as per the manufacturer’s protocol.

### AECII and fibroblast isolation

For alveolar epithelial cells (AECII) isolation, 8-week-old mice were killed, then Dispase and PBS were rabidly instilled through a cannula in the trachea. Following Dispase, 0.5 ml of warmed agarose was injected into the lung then covered with ice for 2 min. Lungs were then removed and incubated in 1 ml of Dispase for 45 min. After incubation, the cell suspension was filtered through progressively smaller cell strainers and nylon gauze as described previously^31^. Next, a discontinuous OptiPrep density gradient centrifugation step (Axis-Shield Alere Technologies Oslo, Norway) followed by centrifugation (130 × *g* for 8 min), then the cells were plated on 10 cm dishes that had been coated with CD45 and CD32 the previous day. After 2 h of incubation, the AECIIs are not bound to the plate and thus can be removed and cultured on top of 100% Matrigel (BD biosciences) in Dulbecco’s modified Eagle’s medium (DMEM, ThermoFisher). The cells that were bound to the 10 cm plate were collected and seeded in flasks containing DMEM supplemented with 10% fetal bovine serum, giving rise to pure fibroblast population after a week in culture.

### Real-time PCR reaction

RNA was isolated from whole lung lobes using a Zymo Research kit (R1065, Irvine, CA) according to their protocol. RNA was reverse transcribed using iScript Reverse Transcription Supermix (Bio-Rad, Hercules, CA) and TaqMan primers for indicated genes were purchased from ThermoFisher Scientific (Carlsbad, CA), *p16* (Mm00494449_m1), *MMP-12* (Mm00500554_m1), *interleukin (IL)-33* (Mm00505403_m1), *TGF*β1 (Mm01178820_m1), *IGF1* (Mm00439560_m1), *Akt1* (Mm01331626_m1), *Pparg* (Mm00440940_m1), *Mapk1* (Mm00442479_m1), human *IGF1* (209542_x_at), and *Akt1* (207163_s_at). QIAGEN PAMM030 RT^4^ Profiler PCR Arrays were used to determine the genes altered in the insulin signaling pathway. Fast SYBR Green master max (ThermoFisher) was used during the reaction. Qiagen’s Data Analysis software was used to analyze results and construct a heatmap. 

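The 5 reference genes moved apart between the genotypes. Gapdh, a glycolytic enzyme, crossed the threshold at 25.6 ± 0.71 cycles (SD, n = 4) in p16+/+ RA lungs and at 21.1 ± 0.48 (SD, n = 3) in p16-/- RA lungs, 22.1-fold more, and at 25.1 ± 1.93 (SD, n = 4) and 21.4 ± 1.58 (SD, n = 4) in the CS groups. Gusb, a lysosomal glucuronidase, stood at 28.1 ± 0.35 and 28.0 ± 0.87 cycles in the RA groups. Relative to the mean of all 5, Gapdh was 3.53 cycles earlier in p16-/- RA than in p16+/+ RA lungs (-0.15 against -3.68), while B2m, a chain of MHC class I, was 1.67 cycles later and Hsp90ab1, a heat shock protein, 1.83 cycles later. In CS, Gapdh was at -0.32 in p16+/+ and -3.41 in p16-/- lungs, and Hsp90ab1 was 1.58 cycles later. In these 5 comparisons the lungs of the groups did not overlap (two-sided exact permutation test, p = 0.0286 each, the smallest possible, and 0.114 after Benjamini-Hochberg adjustment over 20 tests). The mean includes Gapdh itself. Without normalization only Gapdh in RA kept that exact p. B2m (0.74 cycles in RA), Hsp90ab1 (0.90 in RA and 0.95 in CS) and Gapdh in CS (-3.72) then did not pass. Actb differed by -0.86 cycles in RA and -0.17 in CS without passing, and by 2.67 and 2.92 cycles when set against Gapdh alone. No reference gene differed between CS and RA within a genotype at an exact p under 0.05.

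**Figure D3:**
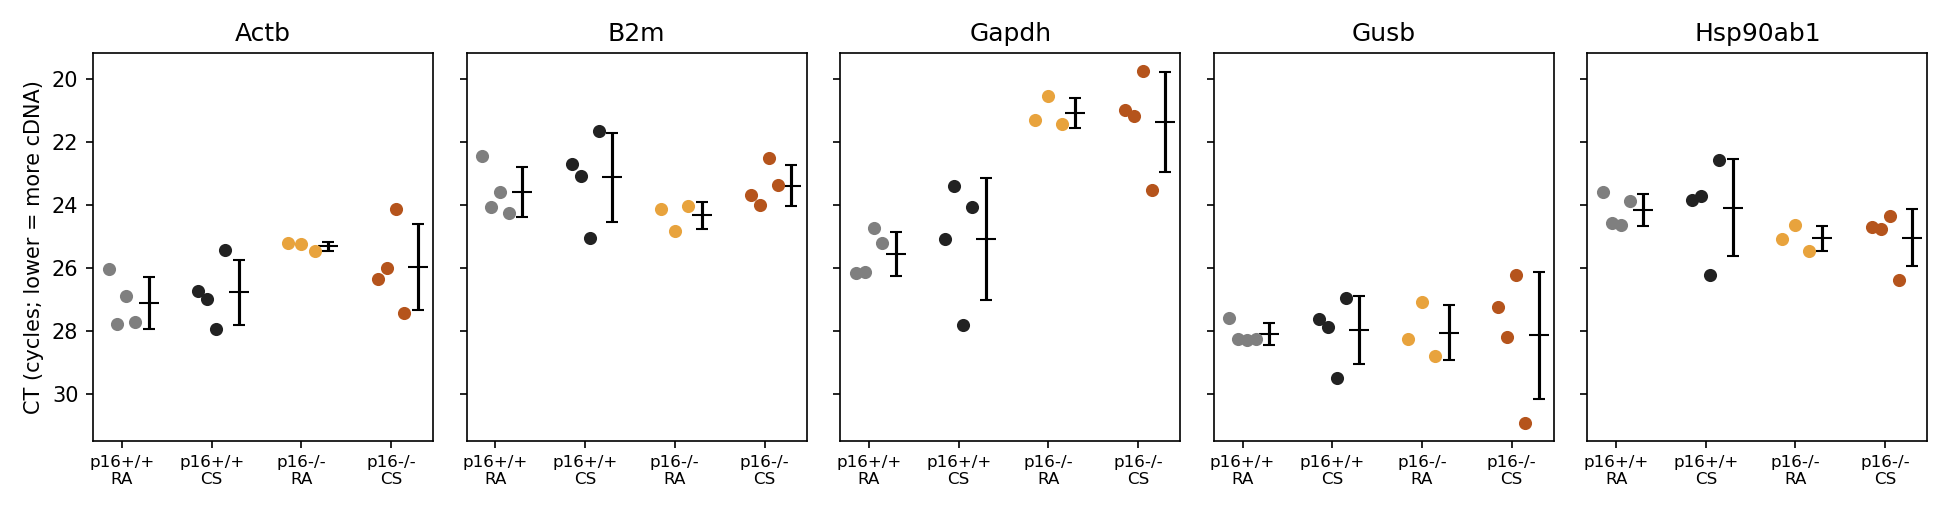
CT (cycles, axis reversed so that more cDNA is higher) of the 5 reference genes, one point per lung, with the mean and SD of each group. Gapdh crosses the threshold at 21.1 cycles in p16-/- RA and 25.6 in p16+/+ RA lungs, while Gusb lies at 28.0 and 28.1. The earliest Gusb and Hsp90ab1 points of p16+/+ RA are values implied by Supplementary Data 1.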

All genes are normalized to five housekeeping genes within the array. All raw sequencing data are submitted in Gene Expression Omnibus under accession number (GSE133380). Human transcriptomic data were collected as previously published^32^. The study was approved by the Temple University Human Research Committee and all subjects provided their informed consent. Lung tissue from nine controls was also obtained from the National Disease Research Interchange (Philadelphia, PA) from individuals who died from non-respiratory causes under appropriate consent to use tissues for research purposes. The COPD and control samples were anonymized prior to analysis. The Affymetrix Human Genome U133 Plus 2.0 GeneChip arrays were used per the manufacturers’ protocols (Affymetrix, Santa Clara, CA) to evaluate gene expression from the study subjects’ lung samples.

### Cytokine measurement

The quantity of IL-33 (Millipore), MMP-12 (ab213878), p16 (ab230131), and TGFβ1 (ab119557, Abcam, Cambridge, UK) in the mouse lung was measured using enzyme-linked immunosorbent assay (ELISA) according to the manufacturer’s protocol. SASP and inflammatory cytokines were included in a 26 plex Luminex cytokine array (ThermoFisher, cat # EPX260-26088-901) and performed according to the manufacturer’s protocol. Results are normalized to total protein determined using BCA assay (Pierce).

### Immunoblot analysis

Protein isolated from whole lungs were separated by 4–12% gradient SDS-polyacrylamide gel electrophoresis (ThermoFisher) and transferred to a polyvinylidene difluoride membrane using ThermoFisher’s Bolt system according to their protocol. Membranes were then blocked with 5% bovine serum albumin and immunoblotted with Total Akt (1/500, CST, 4691), pT308 Akt (1/250, CST,13038), Cyclin D (1/100, Abcam, ab190564), and β-actin (1/5000, CST,4970). Horseradish peroxidase secondary antibodies (1/1000) were applied for 1 h and then developed with Amersham ECL Prime reagent (GE Healthcare). The bands were detected using ImageQuant and densitometry was performed using Image J.

### Measurement of SA-β-Gal activity

Senescence-associated β-galactosidase (β-gal) activity was calculated according to the manufacturer’s protocol (Enzo Life Sciences, Farmingdale, NY ENZ-KIT129-0120). Briefly, whole lung lysate was diluted with 2× reaction buffer containing substrate. After 3 h of incubation at 37 °C, stop solution was added to the reaction and the plate was read using a SpectraMax M5 plate reader at 360 nm (excitation) and 465 nm (emission). Activity is normalized to total protein calculated using BCA assay. AECII senescence was measured by β-gal substrate (C12FGD, ThermoFisher). Briefly, cells were treated with 33 µM substrate for 2 h, then collected and detected by flow cytometry. C12FDG excites at 490 nm and emits at 514 nm.

### Statistics and reproducibility

All values are displayed as mean ± SEM. All comparisons made between two groups were made using Student’s *t*-test, when comparisons were made between multiple groups two-way analysis of variance was utilized. Statistical significance was defined as *p* < 0.05. All statistics were calculated using either Excel or Prism Graphpad Software. All in-vitro experiments were performed three to five times independently and in duplicate. Animals were allocated and grouped randomly by blinded laboratory animal facility staff. All attempts to reproduce the data were successful.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Description of additional supplementary files

Supplementary Information

Reporting Summary

Supplementary Data 1

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The source data underlying main figures are shown in Supplementary Data 1. Full blots are shown in Supplementary Information. The data used for the array-based pathway-specific transcriptomic analysis shown in Fig. 6a can be downloaded from Supplementary Data 1. All raw sequencing data are submitted in Gene Expression Omnibus (GEO) under accession number (GSE133380).

# Supplementary material for: Targeting p16-induced senescence prevents cigarette smoke-induced emphysema by promoting IGF1/Akt1 signaling in mice
**Source:** Commun Biol. 2019 Aug 9;2:307. doi: 10.1038/s42003-019-0532-1
**Supplement:** Supplementary file 1 — Description of additional supplementary files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Source data file

# Supplementary material for: Targeting p16-induced senescence prevents cigarette smoke-induced emphysema by promoting IGF1/Akt1 signaling in mice
**Source:** Commun Biol. 2019 Aug 9;2:307. doi: 10.1038/s42003-019-0532-1
**Supplement:** Supplementary file 2 — Supplementary Information

**Supplementary Figures**

**

**

**Supplementary Figure 1.** SPC, p16, and CD31 staining on serial COPD sections to identify p16/CD31 positive cells.

**
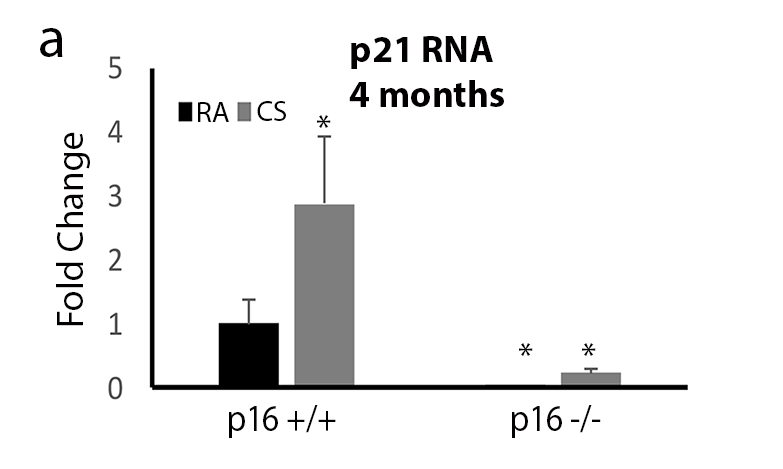
**

**Supplementary Figure 2. p21 gene expression.**

**
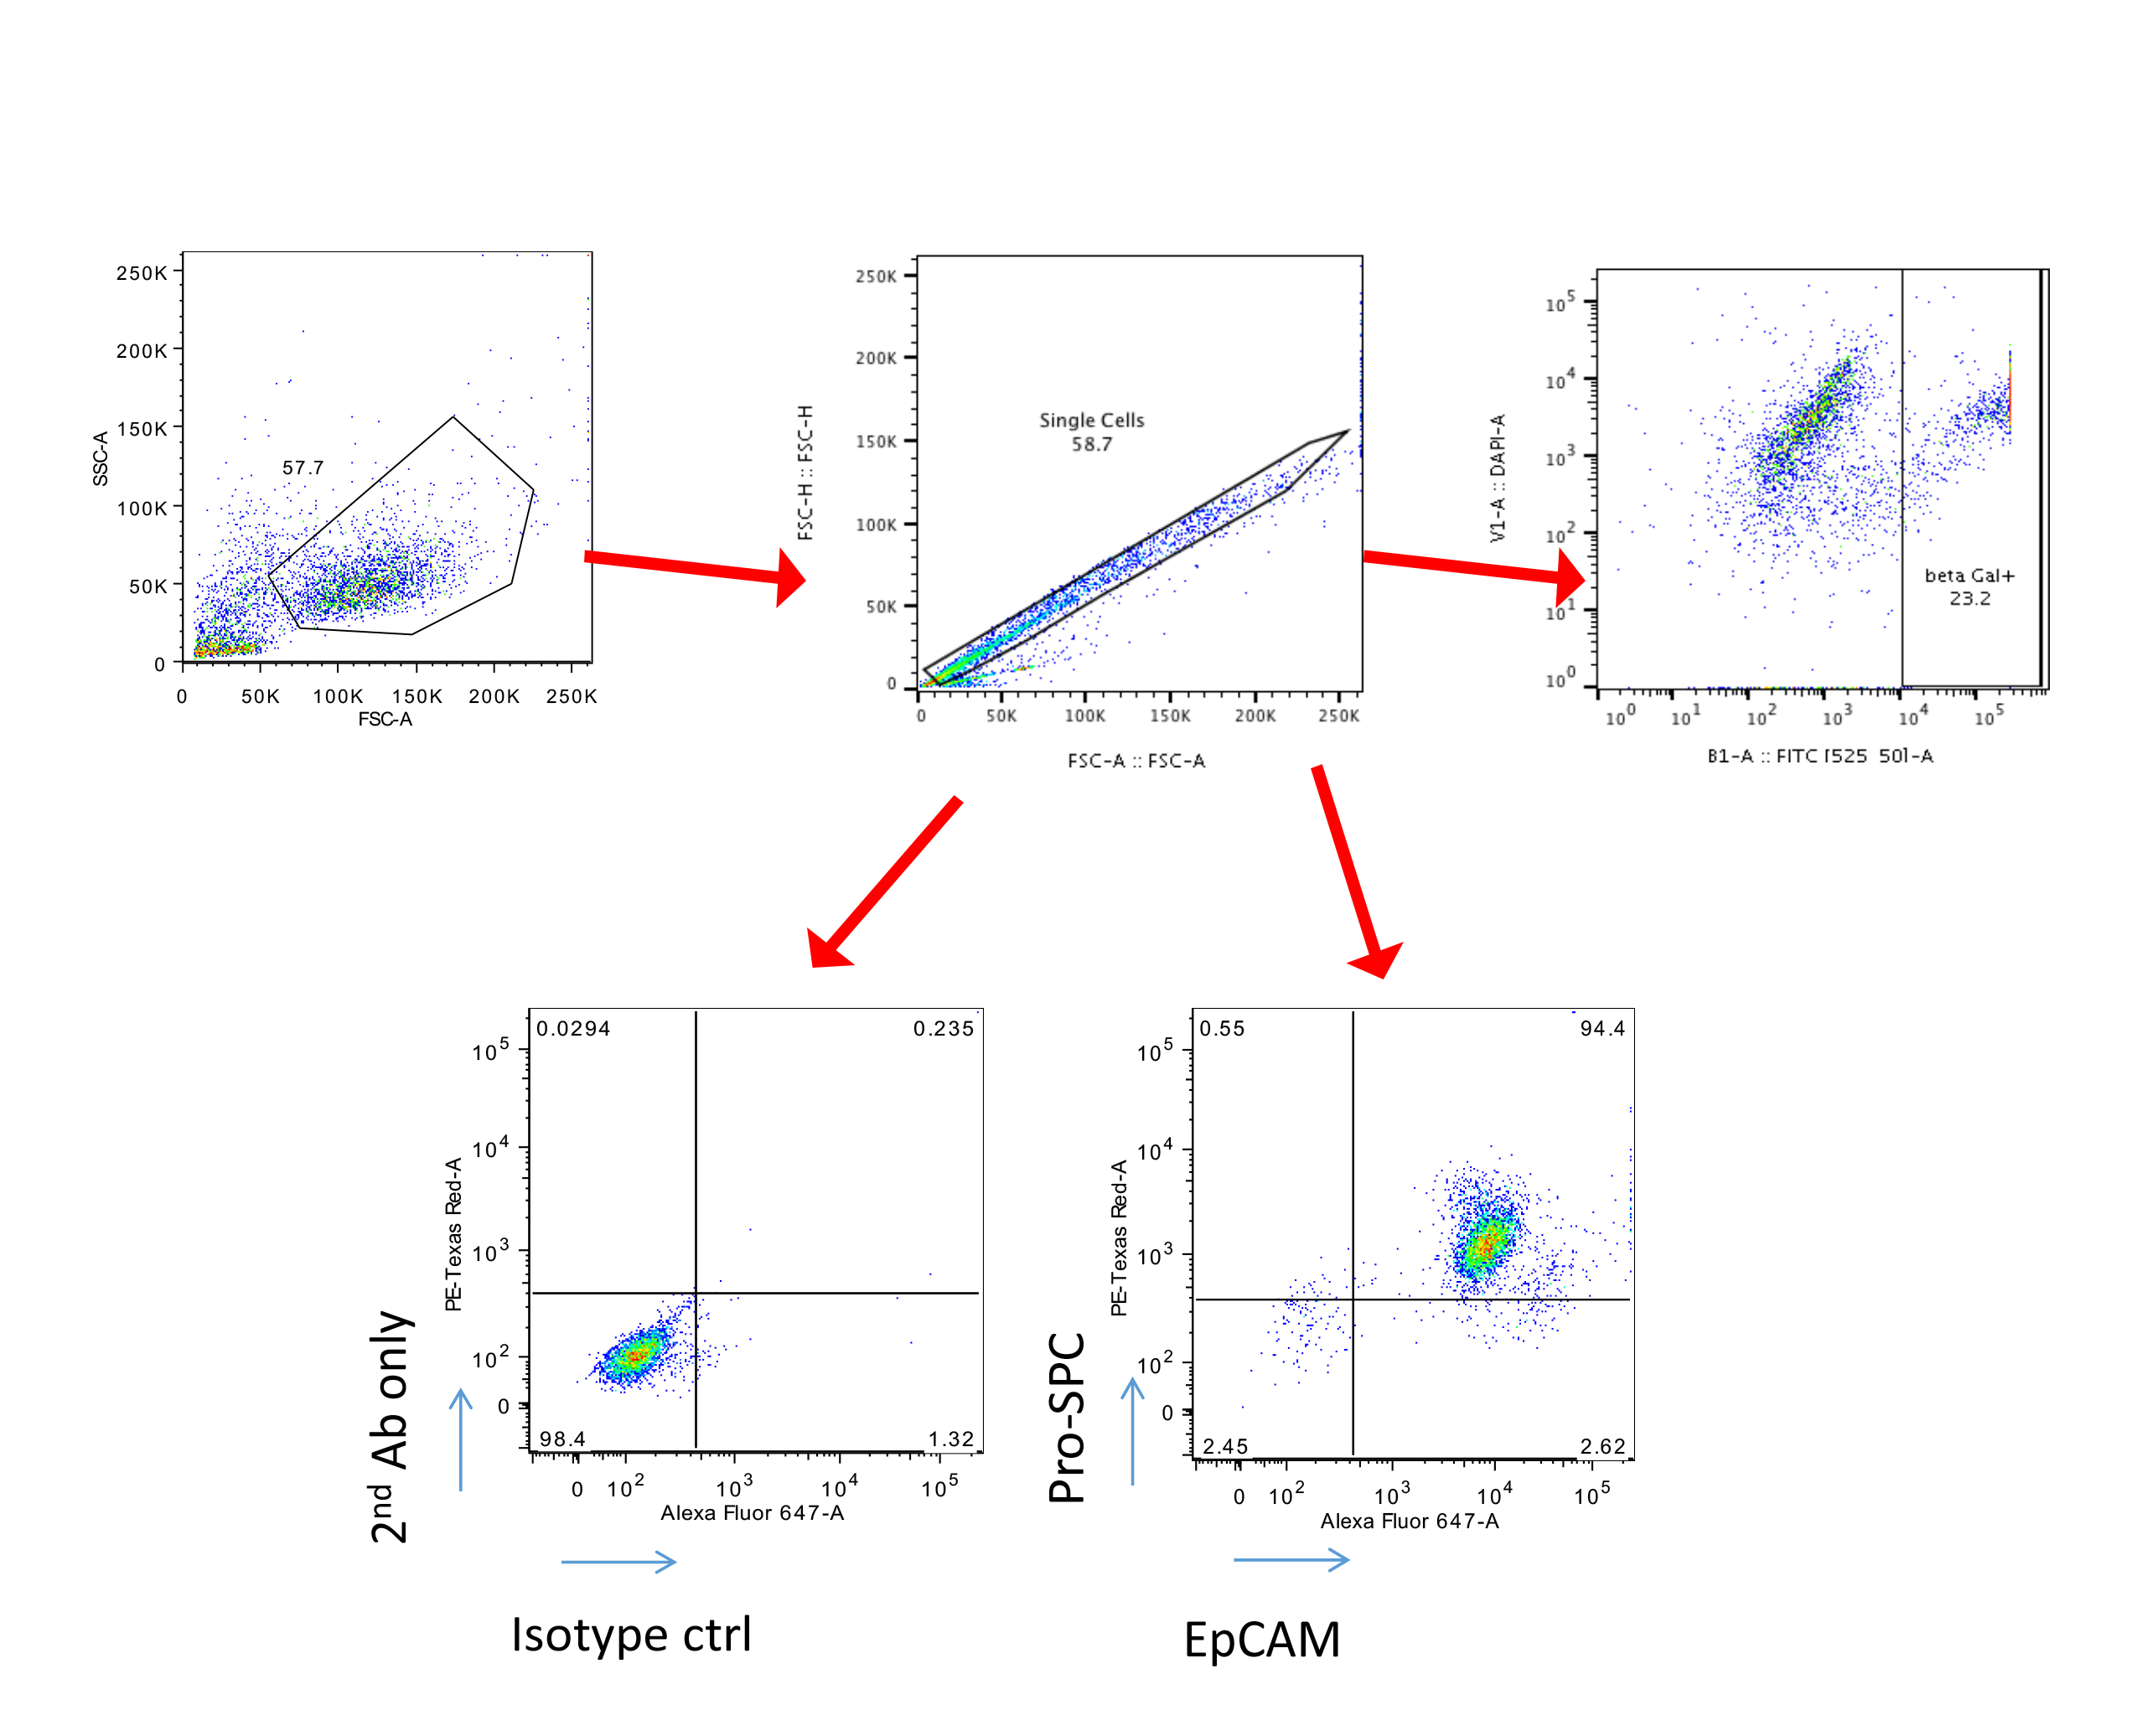
**

**Supplementary Figure 3 Gating Strategy.** Cells were first gated by forward and side scatter to exclude doublets. Then samples were either gated for FITC (C12FDG) and DAPI viability staining. When antibodies were utilized an isotype control and secondary antibody control was used to gate cells properly.

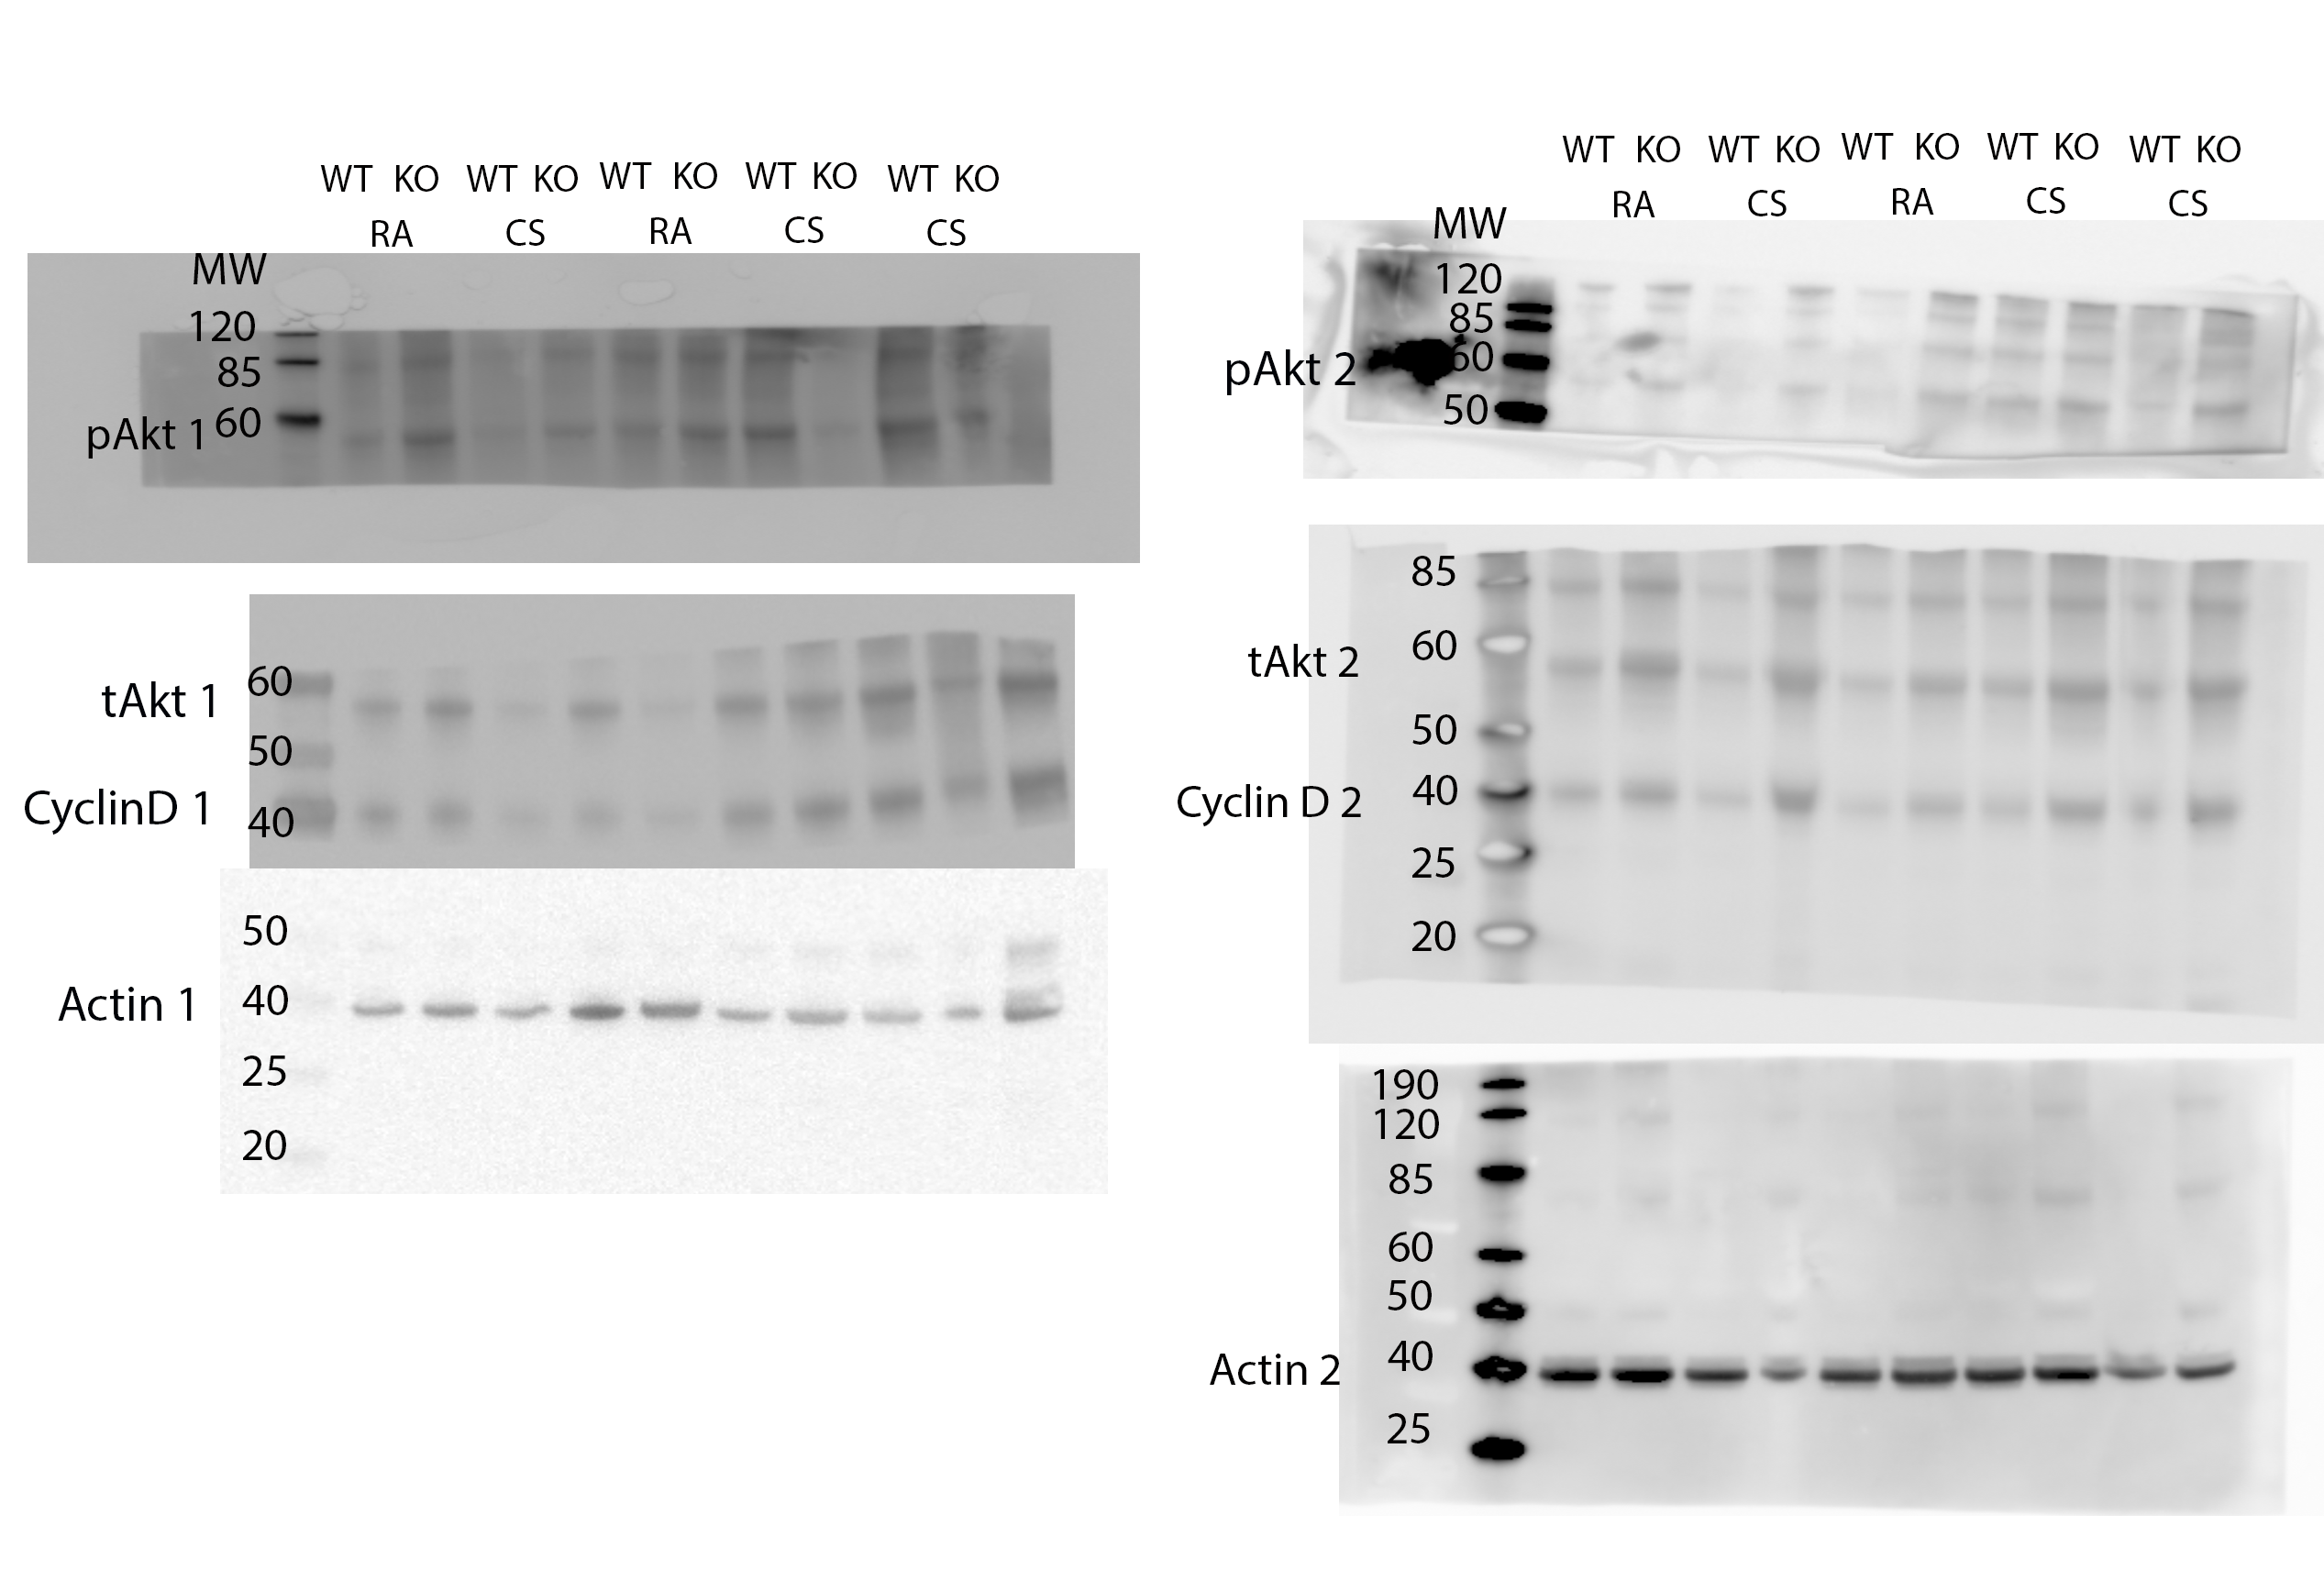

**Supplementary Figure 4. Unedited Western blots**

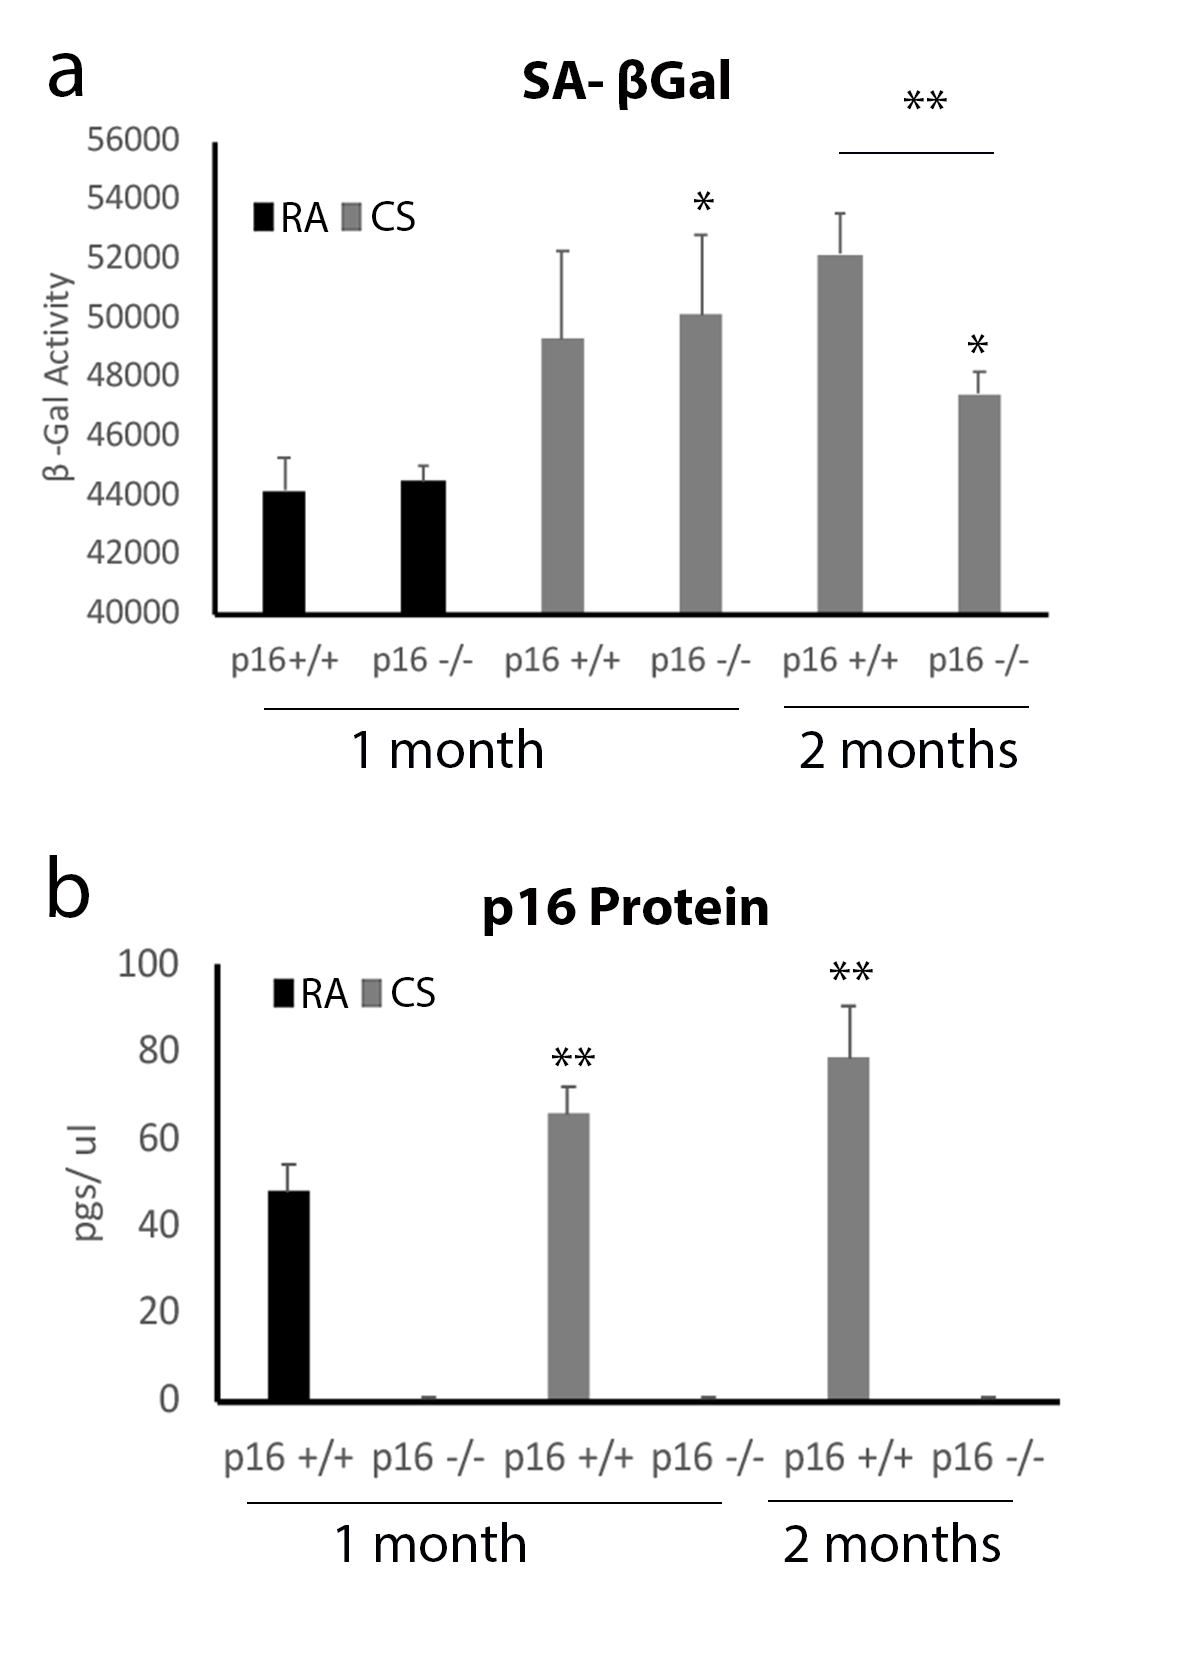

**Supplementary Figure 5. Senescence progression with CS administration. a,** SA β-Gal activity and **b,** p16 Elisa measured in whole lung homogenates after 1, 2, and 4 months of RA or CS. *p<0.05 vs p16^+/+^ RA, **p<0.01 vs p16^+/+^ RA, N=4-5 lungs per group.

**

**

**Supplementary Figure 6. MMP-12 expression after 1 and 2 months of CS exposure. a,** IHC staining for F4/80 in lung sections from RA and CS treated p16+/+ and p16-/- mice. **b,** Quantification of F4/80 positive macrophages in the alveolar space. **c,** Protein levels of MMP-12 after 1 month of CS exposure and 2 months of CS exposure. *p<0.05 vs p16^+/+^ RA. N=3-5 lungs per group.

**Supplementary Tables**

| Subject | Healthy, non smoker | Healthy, smoker | COPD |
| --- | --- | --- | --- |
| Gender, male/female | 4M | 2M 2F | 9M 3F |
| Age, Years | 58 (47-65) | 53.5 (32-80) | 65 (50-79) |
| Smoking Status, never/ex-smoker/current | Never | 0/2/2 | 0/4/8 |
| FEV1 % of predicted | Not Known | Not Known | 49.58% |
| FVC % of predicted | Not Known | Not Known | 80.08% |
| FEV1/FVC. % | Not Known | Not Known | 62.43% |

**Supplementary Table 1. Patient characteristics from IHC in Figure 1.**

| **Characteristic** | **Controls** | **GOLD II COPD** | **GOLD III COPD** | **GOLD IV**  **COPD** |
| --- | --- | --- | --- | --- |
| Subjects, n | 9 | 3 | 19 | 72 |
| Gender, male/female | 6/3 | 2/1 | 10/9 | 38/34 |
| Age, years | 59 (32-80) | 60 (51-62) | 65 (52-72) | 62 (43 -79) |
| Smoking history, pack-years | Not known | 34 (15-66) | 55 (25-102) | 50 (15-144) |
| Smoking status, never/ex-  smoker/current | 5/1/3 | 0/3/0 | 1/18/0 | 0/72/0 |
| FEV_1_, L | Not known | 3.1 (2.8-3.1) | 0.9 (0.6-1.8) | 0.6 (0.3-1.2) |
| FEV_1_, % of predicted | Not known | 76 (73-78) | 34 (30-52) | 22 (9-40) |
| FEV_1_/ FVC, % | Not known | 60 (57-73) | 36 (26-56) | 27 (15-49) |
| Inhaled b-agonists |  |  |  |  |
| Long-acting (yes/no/unknown) | Not known | 1/2/0 | 17/2/0 | 52/8/12 |
| Inhaled anticholinergics |  |  |  |  |
| Long-acting (yes/no/unknown) | Not known | 1/2/0 | 18/1/0 | 52/8/12 |
| Corticosteroids |  |  |  |  |
| Inhaled (yes/no/unknown) | Not known | 1/2/0 | 16/3/0 | 46/14/12 |
| Oral (yes/no/unknown) | Not known | 0/3/0 | 6/13/0 | 25/35/12 |
| Theophylline (yes/no/unknown) | Not known | 0/3/0 | 6/13/0 | 22/38/12 |

**Supplementary Table 2. Patient characteristics from gene microarray analysis in Figure 7 a & b.**

# Supplementary material for: Targeting p16-induced senescence prevents cigarette smoke-induced emphysema by promoting IGF1/Akt1 signaling in mice
**Source:** Commun Biol. 2019 Aug 9;2:307. doi: 10.1038/s42003-019-0532-1
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
  - ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
  - ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
  - ☒ ☐ A description of all covariates tested
  - ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
  - ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
  - ☒ ☐ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
  - ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
  - ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
  - ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Image J Version 1.49 for light field images.
Perkin Elmer Living imaging system for bioluminescence.
Bio-Rad Quality One Version 4.6.9 for western blot
MacsQuant Analyzer for flow cytometry acquisition
FlowJo version 10.4 for flow cytometry
Flexiware software for Flexivent analysis
Aperio software for structure analysis
Luminex software for protein analysis
Qiagen's GeneGlobe Analysis Center for transcriptomics

Data analysis

Bio-Rad CFX Manager 3.1, for qPCR analysis.
Microsoft Excel and GraphPad Prism software v.5.0a for all the data processing.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	All cigarette smoke treated groups contained no fewer than four mice and up to twelve mice.<br>Human transcriptomic samples contained 9 normal and 94 COPD donors.
Data exclusions	Data outside 2 standard deviations of the mean are excluded.
Replication	All in vivo mouse experiments are performed in duplicate. In vitro experiments are performed at least three times in duplicate.
Randomization	Samples were allocated randomly when possible.
Blinding	Investigators performing in vivo analysis were blinded to the identity of the mice.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Luciferase (Abcam, ab21176), Surfactant C (Millipore Sigma, AB3786), Total Akt (CST, 4691), pT308 Akt (CST,13038), Cyclin D (Abcam, ab190564), and Beta-actin (CST,4970), p16 (Ventana, 705-4713).
Validation	Validations were available from manufacturers and confirmed in the lab using positive and negative controls.<br>Luciferase https://www.abcam.com/firefly-luciferase-antibody-ab21176.html<br>Surfactant C http://www.emdmillipore.com/US/en/product/Anti-Prosurfactant-Protein-C-proSP-C-Antibody,MM_NF-AB3786<br>Total Akt https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691<br>pT308 Akt https://www.cellsignal.com/products/primary-antibodies/phospho-akt-thr308-d25e6-xp-rabbit-mab/13038<br>Cyclin D https://www.abcam.com/cyclin-d1-antibody-epr2241-hrp-ab190564.html<br>beta actin https://www.cellsignal.com/products/primary-antibodies/b-actin-13e5-rabbit-mab/4970<br>p16 http://www.visabl.com/detail/p16/e6h4-ventana

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	Wild type B6(Cg)-Tyrc-2J/J, , p16Luc mice (Strain Code 01XBT -- B6.Cg-Cdkn2a tm3.1Nesh Tyr c-2J/Nci)
Authentication	None of the cell lines used were authenticated.
Mycoplasma contamination	Primary cell lines were used quickly after isolation therefore Mycoplasma contamination was not tested.

Commonly misidentified lines
(See [ICLAC](#) register)

No commonly misidentified cell lines were used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Wild type B6(Cg)-Tyrc-2J/J and p16Luc mice (Strain Code 01XBT -- B6.Cg-Cdkn2a tm3.1Nesh Tyr c-2J/Nci) All female 8-10 weeks old at the start of cigarette smoke experiments.
Wild animals	This study did not involve wild animals
Field-collected samples	This study did not involved field-collected samples
Ethics oversight	Mice were housed and maintained in accordance with the Guide for Care and Use of Laboratory Animals and under the American Association for the Accreditation of Laboratory Animal Care I accreditation. All protocols used in these studies were approved by the Institutional Animal Care and Use Committee of MedImmune.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	Characteristics and other clinical criteria can be seen in Supplemental Table 1.
Recruitment	Lung tissue was collected from 94 COPD patients undergoing lung reduction surgery. Lung tissue from 10 controls was also obtained from the National Disease Research Interchange (NDRI; Philadelphia, PA) from individuals who died from non-respiratory causes under appropriate consent to use tissues for research purposes.
Ethics oversight	The study was approved by the Temple University Human Research Committee and all subjects provided their informed consent.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	For alveolar epithelial cells (AECII) isolation 8-week old mice were euthanized then Dispase and PBS were rapidly instilled through a cannula in the trachea. Following Dispase 0.5 mls of warmed agarose was injected into the lung then covered with ice for 2 minutes. Lungs were then removed and incubated in 1 ml of Dispase for 45 minutes. After incubation the cell suspension was filtered through progressively smaller cell strainers and nylon gauze as described previously ³¹ . Next, a discontinuous OptiPrep density gradient centrifugation step (Axis-Shield Alere Technologies Oslo, Norway) followed by centrifugation (130 g for 8 minutes) then the cells were plated on 10 cm dishes that had been coated with CD45 and CD32 the previous day. After 2 hours of incubation the AECIIs are not bound to the plate thus can be removed and cultured on top of 100% Matrigel (BD biosciences) in Dulbecco's Modified Eagle Medium (DMEM, ThermoFisher).
Instrument	Macs Quant Vyb
Software	FlowJo Version 10.4
Cell population abundance	The purity of isolated AECIIs was >94%, as determined by EPCAM and Surfactant C flow cytometry (Figure 5e).
Gating strategy	Cells were first gated by forward and side scatter to exclude doublets. Then samples were gated for FITC (C12FDG) and DAPI viability staining.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

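RNA from whole lung lobes of p16+/+ and p16-/- mice in RA or CS was measured by the authors on a PCR array of the insulin signaling pathway. The deposited CT values are on a log2 scale and not normalized, with 1 column per lung, and the reporting summary names CFX Manager 3.1 for the qPCR analysis, without its baseline or threshold. A second table holds the authors' own comparisons against p16+/+ RA, as a fold change of 2^-ΔCT (a ratio) normalized by the authors to 5 housekeeping genes with the vendor's software. That table also gives the authors' p-value for each fold, whose test it does not name, while the paper names Student's test for comparisons of 2 groups. One sample record stands for all lungs of a group.

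Of the CT columns, 15 were taken as lungs and 4, each equal to its group's mean within 0.001 cycles, were left out. The values of Gusb and Hsp90ab1 were moved by 1 place, checked against the per-lung values of Supplementary Data 1, and the missing reference mean of p16+/+ RA lung 1 (25.1635 cycles) was taken from there, before any call was seen. CTs over 35 or blank were set to 35. The change of each gene was tested on -ΔCT with limma 3.58.1 in R 4.3.3, with all 4 groups in one fit, 11 residual degrees of freedom and Benjamini-Hochberg adjustment over 84 genes at 0.05. Single genes also had a two-sided exact permutation test. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest. All 89 symbols were found in the RefSeq table of GRCm38.p6, which served for names alone.

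The fit was tested on simulated data: in 100 simulations of p16-/- RA against p16+/+ RA with 84 genes, it recovered 26.5% of genes changed by 2 on the log2 scale and 59.4% of those changed by 3, with 4.9% false calls among those made. These shares hold for the simulated data alone. In the real lungs, other divisions of the RA and CS lungs called up to 16 genes in p16+/+ and 15 in p16-/-, so the share of false calls there is not known. The number of lungs limits the precision, and CTs near 35 rest on few molecules: between 34 and 52 of the targets were over 30 cycles or blank in p16+/+ RA lungs, 12 and 60 in p16+/+ CS, 9 and 18 in p16-/- RA, and 2 and 21 in p16-/- CS lungs.

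The genes named are those the paper names from the array, the 5 reference genes, Igf1r, Igf2, Irs1 and Irs2, up to 10 higher and 10 lower genes per comparison with the largest change among those past the threshold whose lungs do not overlap, and the 2 to 4 members of each list with the largest change. This rule, the lists, the tests and 32 of the 37 other settings were fixed before the data were examined, but after the group values of Supplementary Data 1 had been seen. The 5 settings added later are the reference mean of p16+/+ RA lung 1 from the CT values alone, the Gusb and Hsp90ab1 values as deposited, the group-mean columns counted as one more lung (with limma and with the methods' test), and plate column effects removed. Some genes of the array that the rule would name, and the lists that rest on them, are not reported here, but they stayed in every fit and count. The planned scaling to positive PCR control wells was not run, since no such wells are among the values used here.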

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

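The tests of explanations in this part were chosen after the result was seen. Of 39 groups of 4 lungs tested, 2 hold a lung far from the others, where 5.0% of simulated normal groups exceed the same limit: Irs1 in a p16+/+ CS lung at a -ΔCT of -3.31, and Gusb in p16+/+ RA lung 1 at 27.57 cycles, which is a value implied by Supplementary Data 1.

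The genes lower in p16-/- RA lungs lie mostly in plate columns 9 to 12, which hold 4 of the 5. Plate position is a candidate explanation, since in 11 of the 15 lungs (7 of 7 p16-/-, 4 of 8 p16+/+) the deviation from the other lungs of the group followed the plate column more than the 95th percentile of 10000 shuffles of the wells. The shift was not limited to the called genes: those of columns 9 to 12 not called lower had a median log2 change 1.89 below that of columns 1 to 8 (-1.89), and over all targets the mean CT of columns 9 to 12 minus that of columns 1 to 8 was 2.24 cycles higher in p16-/- RA than in p16+/+ RA lungs (two-sided exact permutation test, p = 0.0286). In CS that difference was 1.86 cycles higher in p16-/- than in p16+/+ lungs (two-sided exact permutation test, p = 0.0286). The median log2 change there was 2.17 in columns 1 to 8 and -0.03 in columns 9 to 12. Whether the plates of a genotype were run together is not given in the sources used here, so a plate effect shared by a genotype and a change of the genes of columns 9 to 12 with the genotype cannot be told apart. With plate column effects removed, Prkcz stayed lower (-2.12, standard error 0.62, from -2.33, standard error 0.56), Tg moved from -3.47 (standard error 1.17) to -1.54 and missed the threshold as it shrank, and Hras, Retn and Vegfa moved from -2.91, -2.47 and -4.41 to 1.12, 0.29 and -0.38.

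The reference genes, which the paper uses as a mean for the array, moved apart between the genotypes in RA: Gapdh by -3.53 cycles, B2m by 1.67 and Hsp90ab1 by 1.83 relative to that mean, which includes Gapdh, and by -4.46, 0.74 and 0.90 cycles without normalization, where the lungs overlapped for B2m and Hsp90ab1 and neither passed. A difference in RNA input would shift all alike, but Gapdh minus B2m differed by -5.21 cycles between p16-/- RA and p16+/+ RA lungs (two-sided exact permutation test, p = 0.0286), which argues against it as the whole cause. The widest gap between the shifts of any pair of the 5 genes was 5.36 cycles, which 1 of 35 divisions of these lungs reached, the widest other being 4.78. With plate column effects removed the difference was -5.40 cycles. This removal could move it little, since the targets of columns 2 (B2m) and 3 (Gapdh) changed alike, by mean log2 changes of 1.92 and 1.72. A column effect shared with those targets thus does not account for the difference. Other effects of plate position, such as within row H, which holds all 5 reference genes, were not tested. Genomic DNA in the p16-/- samples may contribute: it would raise genes of other organs as much as other targets to within 1 cycle. The outcome set against it was a gain smaller by over 1 cycle. These genes gained 1.002 cycles more (2.73 against 1.73), which lies outside both outcomes and so decides nothing. A change of these genes with the genotype was not tested apart from it.

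Genes whose main site is another organ, of which 7 of 13 passed in CS between the genotypes, crossed the threshold as early as the other targets. Their median CT lay within 1 cycle of that of the other targets in 14 of the 15 lungs, with differences from -0.91 to 1.76 cycles, which is the pattern itself and tests no explanation of it. A product not specific to the transcript stays open, since melting curves were not analysed here, and so does true expression of these genes in lung. No biological explanation was tested.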

How the results depend on the processing

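The settings of the last paragraph but one, and the reference mean of p16+/+ RA lung 1 from the CT values alone, were chosen after the data had been seen, the others before. In RA and in CS below mean p16-/- against p16+/+ lungs in that exposure, against 29 (24 higher, 5 lower) and 33 (32 higher, 1 lower) changed genes. Over 37 settings and 128 results there were 4355 other values, of which 3794 kept the side of the threshold, 357 lost the call, 36 gained one, 136 counts moved and 32 others turned sign. The 3794 include changes not past the threshold whose sign turned, such as Igf1r in CS (-1.14 to 0.30 with 1 lung left out). No CT limit with blank CTs left missing, and the reference mean of p16+/+ RA lung 1 from the CT values alone, left the same 29 and 33 genes called. With no CT limit and blanks missing, Vegfa moved to -8.03 and Tg to -4.84 in RA. For Vegfa this also drops p16+/+ RA lung 4, whose CT is blank. Without Gusb in the reference 29 (23 higher, 6 lower) and 33 (31 higher, 2 lower) changed, of which 28 and 32 were called with it. CS within a genotype changed 0 genes under each setting that kept all lungs, apart from the methods' test with the group means as one more lung below. The scaling to positive PCR control wells was not run. The cause of the changes below was not tested. Values of reference genes are CT differences in cycles against the reference of that setting. CTs over 30, frequent in p16+/+ lungs, limit what can be told apart there.

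Without Actb in the reference, in RA 34 genes changed (29 higher, 5 lower), list counts became ligands 6 and other organs 9, and in CS 34 genes changed (33 higher, 1 lower). Without B2m, in RA 14 genes changed (9 higher, 5 lower), list counts became adaptors 1, PI3K-Akt-mTOR 1, lipid 2 and transcription factors 0, Akt1 2.58 and Pparg 1.63 were not past the threshold, Gusb 1.31 was now past it, and in CS 29 genes changed (28 higher, 1 lower), list counts became ligands 2, Gusb 1.01 was now past it. Without Gapdh, in RA 32 genes changed (32 higher, 0 lower), list counts became ligands 5 and other organs 8, B2m 0.79 was not past the threshold, Actb -1.74 was now past it, and in CS 45 genes changed (45 higher, 0 lower), list counts became adaptors 9 and PI3K-Akt-mTOR 7, Hsp90ab1 0.81 was not past the threshold. Without Hsp90ab1, in RA 16 genes changed (10 higher, 6 lower), list counts became adaptors 1 and PI3K-Akt-mTOR 1, Akt1 2.54 and Pparg 1.60 were not past the threshold, Gusb 1.35 was now past it, and in CS 30 genes changed (28 higher, 2 lower), Gusb 1.19 was now past it, and for CS in p16-/- Actb 0.64 was now past it. With Gapdh alone as reference, in RA 44 genes changed (0 higher, 44 lower), list counts became adaptors 11, carbohydrate 5, lipid 7 and transcription factors 4, Gusb 4.42 was now past it, Pklr -0.063, Pdpk1 -0.15, Frs2 -0.30, Aebp1 -0.42, Akt1 -0.53, Pparg -1.48, Igf1r -3.08, Igf2 -0.81, Irs1 -0.99, Nos2 -1.46, Ppp1ca -0.55, Grb10 -0.65, Dok2 -0.68, Pck2 -1.50, Cebpb -0.73 and Actb 2.67 were of the opposite sign, and in CS 20 genes changed (0 higher, 20 lower), list counts became adaptors 2 and carbohydrate 3, Akt1 0.67 was not past the threshold, B2m 3.98 and Gusb 3.88 were now past it, Pparg -0.81, Igf2 -0.83, Nos2 -0.32, Prl -0.15, Cebpb -0.026, G6pc2 -1.10, Igfbp1 -0.88, Slc27a4 -1.68, Slc2a1 -0.97 and Actb 2.92 were of the opposite sign. Relative to the median of the targets, in RA 29 genes changed (12 higher, 17 lower), list counts became transcription factors 5 and other organs 8, Akt1 1.54 and Pparg 0.59 were not past the threshold, Gusb 2.35 was now past it, and in CS 27 genes changed (13 higher, 14 lower), list counts became PI3K-Akt-mTOR 2, Akt1 1.77, Pparg 0.28 and Gapdh -1.10 were not past the threshold, B2m 2.88 was now past it, G6pc2 -0.0035 and Slc27a4 -0.59 were of the opposite sign. Without normalization, in RA 32 genes changed (32 higher, 0 lower), list counts became ligands 5 and other organs 8, B2m 0.74 and Hsp90ab1 0.90 were not past the threshold, and in CS 47 genes changed (47 higher, 0 lower), list counts became adaptors 10 and PI3K-Akt-mTOR 8, Gapdh -3.72 and Hsp90ab1 0.95 were not past the threshold. With a CT limit of 30, in RA 0 genes changed, list counts became adaptors 0, PI3K-Akt-mTOR 0, ligands 0, carbohydrate 0, lipid 0, transcription factors 0 and other organs 0, Akt1 1.41 was not past the threshold, Npy -0.14 and Pparg -0.34 were of the opposite sign, and in CS 21 genes changed (20 higher, 1 lower), list counts became ligands 1, carbohydrate 3, lipid 2 and other organs 4, Pparg 0.35 was not past the threshold. Over the 66 genes with a mean CT of 30 or less, in RA 22 genes changed (20 higher, 2 lower), list counts became transcription factors 1 and other organs 3, and in CS 25 genes changed (25 higher, 0 lower), list counts became ligands 2 and lipid 2. With only the 2 groups in the fit, in RA 33 genes changed (27 higher, 6 lower), list counts became ligands 5 and other organs 8, and in CS 28 genes changed (27 higher, 1 lower), list counts became ligands 2. By the methods' t-test after adjustment, in RA 30 genes changed (28 higher, 2 lower), Akt1 3.00 was not past the threshold, and in CS 0 genes changed, list counts became adaptors 0, PI3K-Akt-mTOR 0, ligands 0, carbohydrate 0, lipid 0, transcription factors 0 and other organs 0, Akt1 3.76 and Pparg 2.28 were not past the threshold. By the methods' t-test unadjusted, in RA 35 genes changed (31 higher, 4 lower), list counts became transcription factors 4 and other organs 9, Akt1 3.00 was not past the threshold, and in CS 16 genes changed (13 higher, 3 lower), list counts became adaptors 2, PI3K-Akt-mTOR 2, ligands 1, carbohydrate 2, lipid 2, transcription factors 0 and other organs 2, Pparg 2.28 was not past the threshold. By the exact permutation test after adjustment, in RA 0 genes changed, list counts became adaptors 0, PI3K-Akt-mTOR 0, ligands 0, carbohydrate 0, lipid 0, transcription factors 0 and other organs 0, Akt1 3.00 and Pparg 2.05 were not past the threshold, and in CS 0 genes changed, list counts became adaptors 0, PI3K-Akt-mTOR 0, ligands 0, carbohydrate 0, lipid 0, transcription factors 0 and other organs 0, Akt1 3.76 and Pparg 2.28 were not past the threshold. These losses follow from the smallest p that so few lungs allow (0.0286) and from the number of genes that reached it. They do not depend on the size of any one change.

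The lung numbers do not pair the lungs: lungs of equal number correlated across genes from -0.67 to 0.56 in their deviations from the group means. With the lung number as a replicate block 30 genes changed in RA and 33 in CS, the ligand list counted 5 in RA, and no other count moved by over 1.5 times. The calls of Tg in RA and of Prkcz and G6pc2 in CS ended with the block, Prl passed in RA, and no other call reported here changed.

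With Gusb and Hsp90ab1 as deposited, in RA 25 genes changed (19 higher, 6 lower), Pparg 1.96 was not past the threshold, and in CS 31 genes changed (31 higher, 0 lower), Gapdh -3.12 and Hsp90ab1 1.57 were not past the threshold. With the group means as one more lung, in RA 39 genes changed (30 higher, 9 lower), list counts became ligands 6, carbohydrate 5, transcription factors 5 and other organs 11, Actb -0.86 and Gusb 0.89 were now past it, and in CS 42 genes changed (40 higher, 2 lower), Gusb 0.79 was now past it, and for CS in p16-/- Actb 0.65 was now past it. With plate column effects removed, in RA 45 genes changed (44 higher, 1 lower), list counts became PI3K-Akt-mTOR 9, ligands 5 and carbohydrate 5, Actb -1.15 was now past it, Hras 1.12 and Retn 0.29 were of the opposite sign, and in CS 53 genes changed (52 higher, 1 lower), list counts became adaptors 10 and PI3K-Akt-mTOR 9. By the methods' t-test unadjusted with that added lung, in RA 42 genes changed (36 higher, 6 lower), list counts became PI3K-Akt-mTOR 6, ligands 6, lipid 8, transcription factors 4 and other organs 10, and in CS 29 genes changed (26 higher, 3 lower), list counts became ligands 2, carbohydrate 3, lipid 3 and other organs 4, and for CS in p16+/+ 1 gene changed, list counts became ligands 1, and for CS in p16-/- 1 gene changed, list counts became adaptors 1.

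Leaving out each lung in turn gave, from lowest to highest, in RA all targets 8 to 33, adaptors 1 to 5, PI3K-Akt-mTOR 0 to 3, ligands 1 to 5, lipid 1 to 6, transcription factors 0 to 4, other organs 4 to 8, Akt1 2.45 to 3.58, Pparg 1.80 to 2.39, B2m 1.28 to 1.95, Gapdh -3.78 to -3.15 and Hsp90ab1 1.68 to 2.01. In CS PI3K-Akt-mTOR 4 to 8, ligands 2 to 5, B2m 0.70 to 1.41 and Gapdh -3.52 to -2.82. For CS in p16-/- all targets 0 to 1, lipid 0 to 1 and other organs 0 to 1. The RA count was 9 without p16+/+ RA lung 2, 10 without p16-/- RA lung 2 and 8 without p16-/- RA lung 3, and without each of these the RA calls of Akt1 and Pparg ended. For CS in p16-/- lungs the count was 1 without p16-/- CS lung 1, and the median log2 change of the 84 genes fell from 0.68 to 0.19 without p16-/- CS lung 4. The reference gene tests in RA cannot pass with a lung left out (3 lungs against 3, or 2 against 4), by the number of lungs alone.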

Differences from the paper's values

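The paper gives 5 lungs per group. The values used here hold 3 p16-/- RA lungs (the paper's number is 5), and none of the settings fixed before the data were examined brings it nearer the paper's, while leaving out one of these lungs lowers it to 2. With the group-mean columns counted as lungs, a setting chosen after seeing the values, it would be 4.

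For Fig. 6e the methods' t-test on 2^-ΔCT was repeated over the lungs, which gave p = 0.0512 for Akt1 in RA, where the paper's value is 0.0137 (exact permutation test, p = 0.0571). It gave 0.00801 for Akt1 in CS, where the paper's value is 0.0011 (exact permutation p = 0.0286). For Pparg it gave 0.00899 in RA and 0.102 in CS, the paper's values being 0.0009 and 0.0392 (exact permutation p = 0.0286 each). Which comparison each of the paper's p-values belongs to was taken from the order of the legend. The settings fixed beforehand hold no other form of this test. In the Fig. 6e values of Supplementary Data 1, the last value of each group equals the geometric mean of the group's others for Akt1 and Pparg (ratio of 1.0). These source data thus hold a group mean beside the lungs, with 4 values in all for p16-/- RA and 5 for each other group. With the group-mean columns counted as one more lung, a setting chosen after seeing the values, the p-values were 0.0138, 0.00115, 0.00094 and 0.0463 for these 4 comparisons, each within 1.5 times the paper's and none dropped at 0.05 (exact permutation p as above).

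The paper states that pathway members in p16-/- lungs were altered further by CS. Here 0 of 84 genes changed between p16-/- CS and p16-/- RA lungs by limma, with a median log2 change of 0.68 over the 84 genes. That median was 0.19 without p16-/- CS lung 4. Of the 84 changes 81 lay above 0, with a median standard error of 0.89. In simulated comparisons of 3 with 4 lungs the fit recovered 26.5% of genes changed by 2 on the log2 scale. This 0 therefore does not exclude changes of that size. One gene was called without p16-/- CS lung 1, and 1 by the methods' t-test unadjusted with that added lung, a setting chosen after seeing the values. The increases that the paper states for Akt1 and Pparg in p16-/- lungs have the same direction here, relative to the mean of the 5 reference genes (log2 changes of 3.00 and 2.05 in RA), and not with Gapdh alone in RA (-0.53 and -1.48).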

Other observations

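The tests over other divisions of the lungs were chosen after the result was seen. Outside the lists, Nos2, the inducible nitric oxide synthase, was higher in p16-/- than in p16+/+ lungs by a log2 change of 2.07 in RA (standard error 0.73, adjusted p = 0.037 from limma) and 2.77 in CS (standard error 0.68, adjusted p = 0.0038) relative to the mean of the 5 reference genes, whereas with Gapdh alone it was at -1.46 and -0.32. Ppp1ca, a catalytic subunit of protein phosphatase 1, was higher by 2.98 and 3.65, and at -0.55 in RA with Gapdh alone. Nos2 was chosen after its values were seen. Its RA call ended without any one of p16+/+ RA lung 2 or 3, p16+/+ CS lung 1 or the 3 p16-/- RA lungs, and both its calls ended relative to the median of the 84 genes.

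In the authors' deposited table, 41 of the 84 targets have a p under 0.05 for p16-/- RA against p16+/+ RA (34 higher, 7 lower), 34 for p16-/- CS against p16+/+ RA (30 higher, 4 lower) and 1 for p16+/+ CS against p16+/+ RA. The folds of the authors' deposited table lie below those computed here by a median of -0.04 for p16+/+ CS, -0.22 for p16-/- RA and -0.24 for p16-/- CS on the log2 scale, and the cause was not tested.

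Whether the counts of changed genes can arise from any division of the same lungs was tested over 35 divisions into groups of the same sizes. In RA, 1 of 35 gave as many as the 29 genes of the true groups, the highest other count being 15. In CS 1 of 35 gave as many as 33, the highest other being 22. That 1 is the true grouping itself, the lowest share that 35 divisions allow, so this test cannot exclude chance for either count. The RA count was 9 without p16+/+ RA lung 2, 10 without p16-/- RA lung 2 and 8 without p16-/- RA lung 3, and the divisions of the lungs then left were not tested. For CS within a genotype the true groups gave 0 genes. Any division gives at least that many (35 of 35), so this comparison says nothing about chance. There other divisions called up to 16 genes in p16+/+ and 15 in p16-/- lungs, which may point to a structure of the lungs other than exposure, for which no test was run.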
